# Multi‐omics identify xanthine as a pro‐survival metabolite for nematodes with mitochondrial dysfunction

**DOI:** 10.15252/embj.201899558

**Published:** 2019-02-22

**Authors:** Anna Gioran, Antonia Piazzesi, Fabio Bertan, Jonas Schroer, Lena Wischhof, Pierluigi Nicotera, Daniele Bano

**Keywords:** insulin/IGF‐1 signaling (IIS), metabolism, mitochondrial diseases, xanthine, Membrane & Intracellular Transport, Metabolism, Signal Transduction

## Abstract

Aberrant mitochondrial function contributes to the pathogenesis of various metabolic and chronic disorders. Inhibition of insulin/IGF‐1 signaling (IIS) represents a promising avenue for the treatment of mitochondrial diseases, although many of the molecular mechanisms underlying this beneficial effect remain elusive. Using an unbiased multi‐omics approach, we report here that IIS inhibition reduces protein synthesis and favors catabolism in mitochondrial deficient *Caenorhabditis elegans*. We unveil that the lifespan extension does not occur through the restoration of mitochondrial respiration, but as a consequence of an ATP‐saving metabolic rewiring that is associated with an evolutionarily conserved phosphoproteome landscape. Furthermore, we identify xanthine accumulation as a prominent downstream metabolic output of IIS inhibition. We provide evidence that supplementation of FDA‐approved xanthine derivatives is sufficient to promote fitness and survival of nematodes carrying mitochondrial lesions. Together, our data describe previously unknown molecular components of a metabolic network that can extend the lifespan of short‐lived mitochondrial mutant animals.

## Introduction

Mitochondria take part in key biological processes, supporting energy production as well as biosynthesis of various metabolic intermediates needed for cell growth and homeostasis. Aberrant mitochondrial bioenergetics is associated with a wide spectrum of age‐related chronic diseases (Schon & Przedborski, 2011; Exner *et al*, 2012; Vafai & Mootha, 2012; Camandola & Mattson, 2017). Furthermore, it causally underlies several debilitating human pathologies commonly known as mitochondrial diseases (Koopman *et al*, 2012, 2016; DiMauro *et al*, 2013; Chinnery, 2015; Viscomi *et al*, 2015; Gorman *et al*, 2016). Representing the largest group of monogenic metabolic disorders, the most prominent hallmark of mitochondrial diseases is altered mitochondrial function and diminished oxidative phosphorylation (OXPHOS; Koopman *et al*, 2012; Gorman *et al*, 2016). A continuously growing number of mutations in nuclear as well as in mitochondrial genes have been linked to mitochondrial diseases (DiMauro *et al*, 2013; Turnbull & Rustin, 2016). These mutations may occur in a sporadic or inherited fashion (Gorman *et al*, 2016), and the resulting clinical manifestations show a striking variability in terms of age onset, organ involvement, symptoms, disease progression, and lifespan expectancy. Due to the genetic and structural complexity of the OXPHOS system (Koopman *et al*, 2012; Area‐Gomez & Schon, 2014), the loose genotype–phenotype correlation complicates diagnostics as well as the development of effective treatments.

Currently, available therapeutic approaches are based on dietary supplements such as vitamins, free radical scavengers, and cofactors. Most of these agents are inadequate and mainly palliative for the wide spectrum of mitochondria‐associated conditions. Nevertheless, remarkable progress has been made in the last years and newly proposed therapeutic interventions are now under evaluation in some multinational controlled clinical trials (Pfeffer *et al*, 2013; Viscomi *et al*, 2015; Koopman *et al*, 2016; Wang *et al*, 2016). Moreover, recent findings in experimental models suggest new concepts for beneficial metabolic alterations that may have important therapeutic implications. For instance, rebalancing of the NAD^+^/NADH ratio through pharmacological interventions has been shown to improve the fitness of mice carrying mitochondrial defects (Canto *et al*, 2012; Cerutti *et al*, 2014; Pirinen *et al*, 2014). Moreover, brief exposure of complex I‐deficient mice to hypoxic conditions activates transcriptional programs that promote compensatory biochemical pathways, overcoming the metabolic blockage and reducing the amount of potentially toxic byproducts due to impaired OXPHOS activity (Jain *et al*, 2016). Following the same concept of metabolic rewiring, findings from independent laboratories demonstrated that genetic and pharmacological inhibition of the IIS pathway stimulates a metabolic response that seems to be beneficial in various mitochondrial disease models. In this regard, treatment with the mTOR inhibitor rapamycin extends the lifespan of complex I‐deficient nematodes (Peng *et al*, 2015) and alleviates pathology in *Ndufs4* knockout, *Tk2* knockin, podocyte‐specific *Phb2* knockout, mitochondrial DNA mutant, and AIF‐deficient mice (Johnson *et al*, 2013; Ising *et al*, 2015; Khan *et al*, 2017; Siegmund *et al*, 2017; Wischhof *et al*, 2018). Moreover, rapamycin partially ameliorates kidney failure in coenzyme Q‐deficient mutant mice (Peng *et al*, 2015) and maintains cellular ATP levels in human differentiated neurons exposed to OXPHOS inhibitors (Zheng *et al*, 2016). Together, this line of evidence suggests that decreased mTOR, and eventually Akt, pathway preserves energy and metabolite supply, prevents the accumulation of toxic species, and alleviates pathological features commonly associated with impaired mitochondrial function. Despite the importance of these findings, many molecular and cellular processes underlying these observed beneficial effects are not fully understood (Vafai & Mootha, 2013; Viscomi *et al*, 2015). In light of the above, we reasoned that unraveling these molecular mechanisms might provide valuable insight for therapeutic alternatives. Using a cross‐species approach and unbiased methods, we explored the link between OXPHOS impairment, IIS, and the molecular cascades that counteract mitochondrial deficiency. Here, we show that genetic inhibition of the IIS pathway extends the survival of nematodes carrying mitochondrial lesions. Mechanistically, IIS inhibition stimulates a metabolic shift toward catabolic processes associated with xanthine buildup as a result of enhanced purine degradation. In cells and in nematodes carrying OXPHOS defects, xanthine derivatives can mimic several aspects of the IIS inhibition, such as activation of AMP‐activated protein kinase (AMPK) and protein kinase A (PKA). As a proof of principle, we provide evidence that xanthine derivatives can counteract aberrant IIS due to mitochondrial lesions.

## Results

### Reduced IIS extends the survival of mitochondrial mutant nematodes

Several lines of evidence suggest that pharmacological modulation of IIS ameliorates pathological features associated with OXPHOS deficiency in mammals (Johnson *et al*, 2013; Ising *et al*, 2015; Khan *et al*, 2017; Siegmund *et al*, 2017; Wischhof *et al*, 2018). To identify molecular commonalities in *C. elegans*, we initially employed complex I‐deficient nematodes as a model of OXPHOS impairment. Specifically, we used nematodes carrying a *gas‐1* loss‐of‐function allele that was originally isolated in a screening of *C. elegans* mutant sensitive to volatile anesthetics (Kayser *et al*, 1999). The *gas‐1* gene encodes for a respiratory complex I subunit that is homologous to the human NADH dehydrogenase iron‐sulfur protein 2 (NDUFS2). The *gas‐1(fc21)* allele causes the post‐translational loss of complex I subunit NDUFS2 and, as a consequence, aberrant mitochondrial function, diminished fitness, altered neuronal dendritic outgrowth, and decreased survival (Hartman *et al*, 2001; Kayser *et al*, 2001; Ichishita *et al*, 2008; Gioran *et al*, 2014; Troulinaki *et al*, 2018; Fig 1A–C and Dataset EV1). We extracted proteins from *gas‐1(fc21)* and wild‐type (wt) animals, performed proteomic analysis of isobarically labeled phospho‐enriched peptides, and found over 900 differentially phosphorylated proteins (Fig 1D). Unbiased pathway analysis (i.e., Ingenuity Pathway Analysis, IPA) predicted several signaling pathways dysregulated in complex I‐deficient nematodes (Appendix Fig S1A). Of the top upregulated signaling networks (Appendix Fig S1A), five pathways were predicted to converge and enhance IIS (Fig 1E), indicating that an aberrant IIS may be a shared feature of mitochondrial mutant nematodes and mammals. Given this, we set off to determine whether diminished IIS could promote survival of short‐lived mitochondrial mutant nematodes. In *C. elegans*, the sole insulin/IGF‐1 receptor DAF‐2 regulates the activity of PI3K/AGE‐1 and, through the downstream kinases PDK‐1 and AKT‐1/2, controls the transcription factor DAF‐16 (Lin *et al*, 1997; Ogg *et al*, 1997; Kenyon, 2010). We generated *age‐1(hx546); gas‐1(fc21)* nematodes and observed that the aberrant phosphorylation status of the *gas‐1(fc21)* proteome was almost completely dependent on IIS, as approximately 97% of these differentially phosphorylated proteins reverted to wt levels in *age‐1(hx546); gas‐1(fc21)* mutants (Appendix Fig S1B). Most importantly, we found that the lifespan of *age‐1; gas‐1* double mutant nematodes was significantly longer compared to *gas‐1* mutants, as well as of wild‐type (wt) and even *age‐1(hx546)* single mutant animals (Fig 1B and Dataset EV1). In a similar manner, *pdk‐1* loss of function extended *gas‐1* lifespan (Appendix Fig S1C and Dataset EV1). Furthermore, we found that the lifespan extension depended primarily on the transcription factor DAF‐16/FOXO, since *daf‐16; age‐1; gas‐1* triple mutants lived significantly less than *age‐1; gas‐1* animals (Fig 1B and C, and Dataset EV1). It is worth noting that *daf‐16; age‐1; gas‐1;* triple mutants did live a few days longer than *gas‐1* single mutant as well as *daf‐16; gas‐1* double mutant animals, indicating that at least part of the lifespan‐extending effects are not completely DAF‐16‐dependent (Fig 1C, Appendix Fig S1D, and Dataset EV1). Consistently, *daf‐16* loss of function alone did not affect the *gas‐1(fc21)* survival (Appendix Fig S1D and Dataset EV1). Importantly, the lifespan‐extending effect of IIS inhibition was not limited to complex I‐deficient nematodes, since *age‐1(hx546); mev‐1(kn1)* double mutants also lived significantly longer compared to complex II‐deficient *mev‐1(kn1)* animals (Fig 1F and Dataset EV1). In the case of *mev‐1* mutants, the increased survival was not as profound as in *gas‐1*, possibly because of the more severe phenotype and stress sensitivity of complex II‐deficient animals (see survival and censoring events in Dataset EV1). As an additional model, we used WAH‐1/AIF‐deficient nematodes, which we previously characterized for their decreased mitochondrial function and consequent reduced lifespan (Troulinaki *et al*, 2018). In line with our prior data, we found that IIS inhibition increased the lifespan of *wah‐1*‐silenced animals (Appendix Fig S1E and F and Dataset EV1).

**Figure 1:**
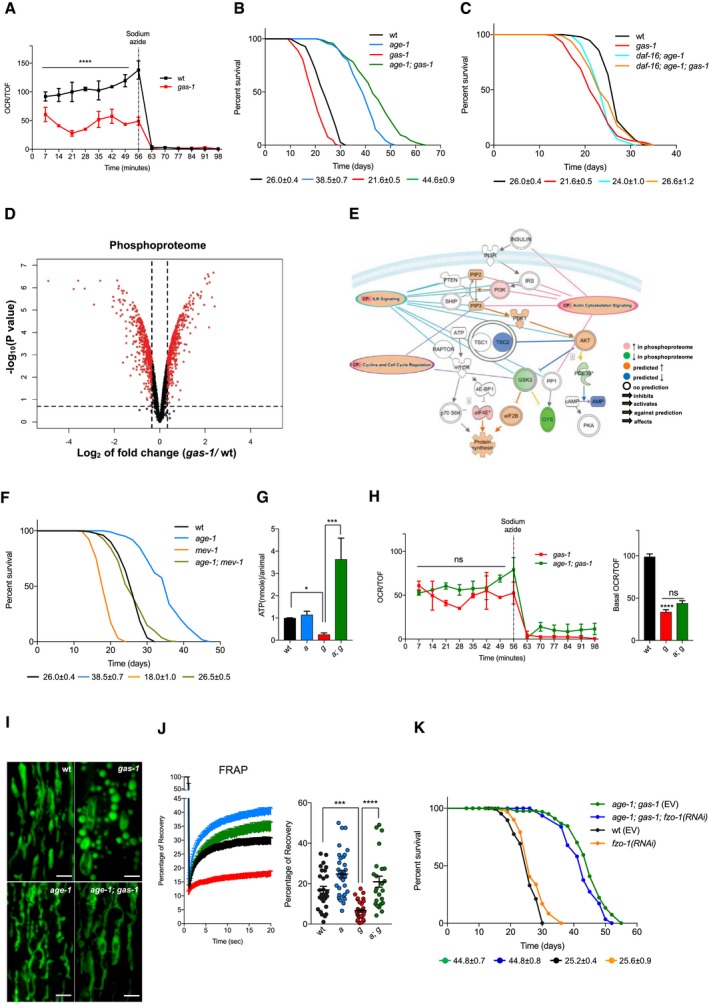
Inhibition of IIS extends the lifespan of OXPHOS‐deficient nematodes AOCR of wt and *gas‐1* mutant nematodes [normalized to nematode size as given by the COPAS Biosort (Time of Flight—TOF)]. One representative curve is shown (mean ± SEM; *n* = 3) ****P‐value < 0.0001; Kruskal–Wallis test, Dunn's *post hoc* correction.B, CRepresentative curves show the lifespan of wt and *gas‐1(fc21)* nematodes compared to (B) *age‐1* and *age‐1; gas‐1* mutants and (C) *daf‐16* and *daf‐16; age‐1; gas‐1* mutant animals. Average median lifespans ± SEM from all replicates indicated beneath representative curves.DVolcano plot of differentially phosphorylated proteins in *gas‐1(fc21)* mutants compared to wt. Cutoffs: 20% FDR and |log_2_(fold change)| > 0.345 (in red).ESchematic representation of IIS pathway including results and predictions from IPA of phosphoproteome of *gas‐1(fc21)* compared to wt. Shades of red and green are proportional to fold change, as calculated by IPA.FLifespan analysis of *mev‐1(kn1)* nematodes compared to wt, *age‐1(hx546),* and *age‐1(hx546); mev‐1(kn1)* animals.GATP measurements in wt, *age‐1*,* gas‐1,* and *age‐1; gas‐1* mutant nematodes (normalized to wt), *n* = 4. Bars: mean ± SEM, *P‐value < 0.05, ***P‐value = 0.001, Kruskal–Wallis test, Dunn's *post hoc* correction.HOCR of *gas‐1* and *age‐1; gas‐1* mutant nematodes (normalized to TOF). Left panel: one representative curve (mean ± SEM). Right panel: basal respiration in wt, *gas‐1*, and *age‐1; gas‐1* animals, pooled from three biological replicates, ****P‐value < 0.0001, ns = non‐significant, Kruskal–Wallis test, Dunn's *post hoc* correction.ISTED images of representative mitochondrial morphology in muscle cells of L4 mutant worms. Scale bar: 2 μm.JLeft panel: percentage of FRAP. Each point: mean recovery of ˜30 bleached regions (2 regions per animal, 15 animals per condition) ± SEM. Right panel: values of the maximum (total) recovery per strain ± SEM, ***P‐value < 0.001, ****P‐value < 0.0001, one‐way ANOVA, Tukey's *post hoc* correction.KRepresentative lifespan of *age‐1; gas‐1* nematodes fed with empty vector (EV) and *fzo‐1* RNAi bacteria. Average median lifespans ± SEM from all replicates indicated beneath representative curves. For all panels: wt = wild type, *a *= *age‐1*,* g *= *gas‐1*,* a; g *= *age‐1; gas‐1*.

We wondered whether the increased longevity of *age‐1; gas‐1* mutants could be due to improved mitochondrial function. We measured ATP and oxygen consumption rate (OCR) in *gas‐1* and *age‐1; gas‐1* mutants. Compared to *gas‐1* mutants, *age‐1; gas‐1* double mutant nematodes exhibited a large increase of ATP levels, despite the lack of improvement in basal mitochondrial respiration (Fig 1G and H). Intriguingly, we found that IIS inhibition improved the maintenance of a more fused mitochondrial network as revealed by super‐resolution STED microscopy and fluorescence recovery after photobleaching (FRAP) experiments in animals expressing a mitochondrial GFP in the muscle (Fig 1I and J, and Appendix Fig S1G). Since altered mitochondrial connectivity can influence *C. elegans* metabolism in several lifespan‐extending paradigms (Yang *et al*, 2011; Chaudhari & Kipreos, 2017; Han *et al*, 2017; Weir *et al*, 2017), we reasoned that a more fused mitochondrial network may play a causative role for *age‐1; gas‐1* longevity. To test this hypothesis, we downregulated the mitochondrial fusion protein FZO‐1. We found that *fzo‐1* RNAi had a negligible effect on lifespan, despite the fact that it significantly fragmented the mitochondrial network (Fig 1K, Appendix Fig S1G–I, and Dataset EV1). Taken together, our findings suggest that IIS inhibition is associated with ATP maintenance, results in a more fused mitochondrial network, and promotes lifespan extension of mitochondria‐deficient nematodes.

### IIS inhibition reduces ATP‐consuming processes and enhances catabolism in mitochondrial mutant nematodes

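Messenger RNA was sequenced from whole animals of 3 strains, wild‐type nematodes (wt), *gas-1* mutants and *age-1; gas-1* double mutants, with 5 biological replicates each. The *gas-1* gene encodes a subunit of respiratory complex I and lies on chromosome X from 15586786 to 15590397 of WBcel235. Its transcript averaged 115.0 ± 11 FPKM (fragments per kilobase of transcript, scaled to depth; SD, n = 5) in wt, 219.5 ± 19.4 in *gas-1* and 221 ± 13.3 in *age-1; gas-1* mutants. This was a rise by 0.93 on the log2 scale in *gas-1* mutants compared to wt (SE 0.075, adjusted p = 1.2e-07 from limma), and no change past the test between the mutants (log2 fold change 0.0099, adjusted p = 0.94 from limma). The *age-1* gene, on chromosome II from 11519328 to 11527054, encodes the catalytic subunit of the phosphoinositide kinase in insulin/IGF signaling (IIS). It averaged 4.53 ± 0.392 FPKM in wt, 3.79 ± 0.394 in *gas-1* and 3.88 ± 0.136 in *age-1; gas-1* mutants, and fell by 0.25 on the log2 scale in *gas-1* mutants compared to wt (limma adjusted p = 0.011). Both alleles, *gas-1(fc21)* and *age-1(hx546)*, are point mutations, so the transcript levels do not check which library came from which strain. The sample labels give L4 as the stage of the animals, whereas the paper's text on the sequencing names no stage. That text refers to an RNA extraction described elsewhere in the methods, and the only one given there, for qRT–PCR, used young adults. Oocyte and yolk transcripts were abundant in every strain, with 897 ± 99.6 FPKM in wt for *oma-2*, which acts in oocyte maturation, and 34079 ± 4211 for the yolk protein gene *vit-2*. Genes expressed in sperm set 4 libraries apart from the rest of their strain. Over 46 such genes, the median log2(FPKM + 0.1) was -1.54 in wt replicate 3, -0.35 in *gas-1* replicate 2, and -0.44 and 0.04 in *age-1; gas-1* replicates 2 and 5. The other libraries had medians of 2.18 to 3.48 in wt, 1.19 to 1.64 in *gas-1* and 1.86 to 2.33 in *age-1; gas-1* mutants. Over 10 transcription factors of embryonic patterning, the median was 2.36 in wt replicate 3 and 1.94 in wt replicate 5, against 0.99 to 1.29 in the other wt libraries, and it lay between 2.3 and 3.01 in the mutants. A single component held 75.1% of the variance left within strains. According to the paper, RNA had an RNA integrity number above 9 and was read as single 50 bp reads from libraries made with a stranded kit. The submitters' processing notes name STAR 2.4.0h, Cufflinks 2.1.1 and Cuffdiff, and the values deposited by the authors are FPKM per gene, 20483 genes in each library. The genome build and the use of strand in counting are not given in the sources used here, so overlapping and antisense genes, and families of near‐identical genes, are uncertain. FPKM hold no read totals, but the spacing of low values gives a rough relative depth. Set against wt replicate 1, the log2 value of 1 read lay between -0.34 and 0.28 in wt (mean -0.04), between -0.22 and 0.34 in *gas-1* (mean 0.08) and between -0.38 and 0.60 in *age-1; gas-1* libraries (mean -0.008), a higher value meaning a shallower library. The values summed to 658126 to 702623 FPKM per library, and the 10 most abundant genes held 9.56% to 18.5% of this sum. Genes with at least 1 FPKM in at least 5 of the 15 libraries, 11648 in all, were tested with limma on log2(FPKM + 0.1) in one fit of the 3 strains, with adjustment to a 5% false discovery rate (FDR). Fold changes are on this scale, which understates the change of low genes, and the median SE over genes was 0.0936. The median over all tested genes was 0.14 in either mutant compared to wt, and moved to 0.01 and 0.02 after median‐of‐ratios rescaling and to -0.08 and -0.12 after quantile normalization.

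**Figure D1:**
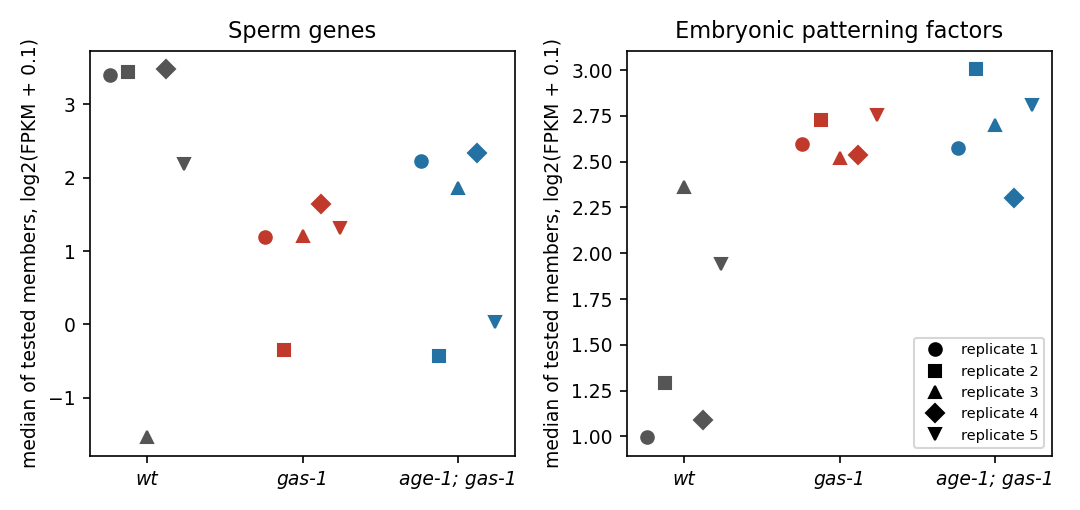
Median log2(FPKM + 0.1) per library of 46 sperm genes (left) and of 10 transcription factors of embryonic patterning (right). Each point is 1 library, its shape gives the replicate number, and the strains stand along the horizontal axis. In the left panel wt replicate 3 lies at -1.54, below the other wt libraries.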

To gain insight into the mechanisms underlying *age‐1; gas‐1* longevity, we performed mRNA next‐generation sequencing (NGS) in wt, *gas‐1* and *age‐1; gas‐1* mutant animals. A global analysis of the genome‐wide expression profiling revealed that over 2,800 genes were significantly dysregulated in *gas‐1* versus *age‐1; gas‐1* mutants (5% FDR). However, most of the dysregulated gene expression in *gas‐1* mutants was not rescued upon IIS inhibition, with only approximately 13% of genes dysregulated in *gas‐1* reverting back to wt levels in *age‐1; gas‐1* mutants (Fig 2A). 

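Most measured genes that DAF‐16 raises when IIS is low, and most aspartyl and cathepsin protease genes, rose in *age-1; gas-1* compared to *gas-1* mutants. Of 19 measured targets that DAF‐16, the forkhead factor released when IIS is low, is known to raise, 16 rose, none fell and 3 did not pass the test (16 when adjusted over the list alone), with a median log2 fold change of 1.29. Of 10 measured targets lowered when IIS is low, 2 rose, the yolk genes *vit-2* and *vit-5*, and 3 fell, *dod-19*, *dod-24* and *dct-18*, named after their values were seen (2 and 3 adjusted over the list alone; median 0.16; camera adjusted p = 0.44, and adjusted p = 0.74 with an estimated correlation). Of these lowered targets, none fell after upper‐quartile rescaling or without *gas-1* replicate 1 or 3 or *age-1; gas-1* replicate 2 or 5, and 1 fell without wt replicate 4 or 5, *gas-1* replicate 5, *age-1; gas-1* replicate 3 or the 4 libraries that stood apart in sperm genes. After quantile normalization 1 rose and 2 fell (median 0.07), and without *gas-1* replicate 4 the number that fell was 2 (median 0.00); the median was 0.08 without *age-1; gas-1* replicate 2 and 0.10 without *age-1; gas-1* replicate 5. The superoxide dismutase gene *sod-3* went from 0.896 ± 0.107 FPKM (SD, n = 5) in *gas-1* to 3.96 ± 0.309 in *age-1; gas-1* mutants, a log2 fold change of 2.03 (SE 0.11, adjusted p = 1.5e-08) from limma. The metallothionein gene *mtl-1* rose by 2.18 on the log2 scale, and *lea-1*, which encodes a protein of desiccation tolerance, went from 140.2 ± 22.1 to 347 ± 18.3 FPKM. The paper names DAF‐16 as the factor downstream of IIS, and *daf-16* itself had a log2 fold change of -0.054, adjusted p = 0.32, while the receptor gene *daf-2* rose by 0.57 (adjusted p = 4.4e-05) and *akt-2* by 1.08. Of 18 IIS genes 5 rose and 2 fell (6 and 2 adjusted over the list alone; camera adjusted p = 0.076, and adjusted p = 0.46 with an estimated correlation). The number of IIS genes that fell was 1 after median‐of‐ratios or upper‐quartile rescaling and without wt replicate 5, *gas-1* replicate 1, 2, 4 or 5, *age-1; gas-1* replicate 1, 2, 3 or 5 or the 4 libraries, and the number that rose was 3 without *age-1; gas-1* replicate 3. Among 22 aspartyl and cathepsin proteases, mostly of the lysosome, 16 rose and none fell (18 adjusted over the list alone), such as *asp-17* (log2 fold change 3.06), *asp-4* (1.16) and *cpr-6* (0.71). Transthyretin‐related genes, a nematode family of secreted proteins, had 22 of 40 members higher and 2 lower (23 and 2 adjusted over the list alone), and the number that fell was 1 after upper‐quartile rescaling and without wt replicate 5, *gas-1* replicate 1, 3, 4 or 5, or *age-1; gas-1* replicate 2 or 5. Of 81 lysozymes and C‐type lectins, 29 rose and 7 fell (30 and 7 adjusted over the list alone), *lys-7* by 2.69 and *clec-52* by 3.00 upward. With camera at a preset correlation of 0.01, adjusted p was 2.4e-12 for the targets raised by DAF‐16, 9.5e-12 for the proteases, 3.7e-12 for the transthyretin‐related genes and 6.2e-05 for the lysozymes and lectins. Adjusted p was 0.23, 0.27, 0.27 and 0.46 in the same order with an estimated correlation. These 4 lists were chosen after some of their members had been seen in Dataset EV2, so their direction is not independent evidence. The palmitoyl‐CoA desaturase gene *fat-5* rose from 1.25 ± 0.24 to 8.67 ± 0.852 FPKM, a log2 fold change of 2.71, adjusted p = 3.2e-06. Among genes that rose most were the collagens *col-165* (log2 fold change 4.11) and *col-74* (3.61), although 7 cuticle collagens rose, 15 fell and 84 did not pass the test (5 and 14 adjusted over the list alone). The number of fallen collagens was 31 without wt replicate 3, 31 after quantile normalization and 49 without the 4 libraries that stood apart in sperm genes, a choice made after the data were seen. Collagens had a camera adjusted p of 0.038, and adjusted p = 0.79 with an estimated correlation. Beside these groups, 5 of 6 yolk protein genes rose and none fell (5 adjusted over the list alone; camera adjusted p = 0.0002, and adjusted p = 0.4 with an estimated correlation). Some yolk genes had also been seen in Dataset EV2, and *vit-3*, *vit-4* and *vit-5* are close copies that may share reads. *vit-6* rose from 1894 ± 93.8 to 3073 ± 165.4 FPKM, and *vit-2* by 0.66 on the log2 scale (limma adjusted p = 0.0004). Quantile normalization set the change of *vit-2* to 0.00, but it gives genes of equal rank the same value in every library. *vit-2* alone held 4.19% to 14.1% of a library's FPKM sum, so that setting may be unable to show its change. In all, 3848 of 11648 genes passed the test at 5% FDR (33%), 1572 of them higher and 2276 lower in the double mutant. At a change of at least 2-fold, 276 were higher and 93 lower. All 5 libraries of one mutant lay above all 5 of the other in 26.3% of genes, where chance gives 0.794%.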

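More detoxification genes rose than fell in *gas-1* mutants compared to wt, and in *age-1; gas-1* mutants compared to wt. Of 33 glutathione S‐transferases, 26 rose and 1 fell in *gas-1* mutants (26 and 1 adjusted over the list alone), and 28 rose and 1 fell in *age-1; gas-1* mutants (28 and 1 adjusted over the list alone). None fell in *age-1; gas-1* mutants without wt replicate 3 or *age-1; gas-1* replicate 1 or 5. Of 51 cytochrome P450 genes, 32 rose and 4 fell in *gas-1* and 41 rose and 3 fell in *age-1; gas-1* mutants, with the same counts adjusted over the list alone. Their medians in *gas-1* mutants compared to wt were 0.83 and 0.61 on the log2 scale, and 0.39 and 0.30 after quantile normalization. After that normalization 19 glutathione S‐transferases rose and 2 fell in *gas-1* and 24 rose and 4 fell in *age-1; gas-1* mutants, and 23 P450 genes rose and 12 fell in *gas-1* and 30 rose and 7 fell in *age-1; gas-1* mutants (40 and 5 after median‐of‐ratios rescaling). Camera gave adjusted p = 8.3e-06 and 0.00056 in *gas-1* mutants compared to wt, and adjusted p = 0.56 and 0.69 with an estimated correlation. In *age-1; gas-1* mutants compared to wt adjusted p was 5.1e-06 and 7.1e-06, and 0.41 for both with an estimated correlation. The glutathione S‐transferase gene *gst-4*, a target of the oxidative stress factor SKN-1, averaged 15.0 ± 3.00 FPKM (SD, n = 5) in wt, 94.3 ± 8.16 in *gas-1* and 127 ± 11.9 in *age-1; gas-1* mutants (log2 fold change in *gas-1* 2.66 (SE 0.12, adjusted p = 3e-10) from limma). The flavin monooxygenase gene *fmo-2* rose by 6.49 on the log2 scale in *gas-1* mutants, the P450 gene *cyp-33C8* by 4.81, and the delta-9 desaturase gene *fat-7* went from 81.2 ± 28.5 FPKM in wt to 7.01 ± 1.92 in *gas-1* and 7.02 ± 4.41 in *age-1; gas-1* mutants. Other genes changed back in the double mutant, some of them, such as *clec-190*, to below their wt level. The C‐type lectin gene *clec-190* averaged 10.8 ± 4.18, 126 ± 19.2 and 2.44 ± 0.659 FPKM in wt, *gas-1* and *age-1; gas-1* mutants, and Y49G5A.1 0.392 ± 0.168, 40.3 ± 8.18 and 0.921 ± 0.24. The collagen genes *col-137* and *col-147* rose by 3.25 and 3.64 on the log2 scale in *gas-1* mutants and fell by 3.75 and 2.65 in the double mutant compared to *gas-1*. The RNA‐binding protein gene *tiar-2*, within 3 Mb of *age-1*, had 11.5 ± 0.563, 2.50 ± 0.241 and 10.4 ± 0.468 FPKM, and *pud-4*, upregulated in dauer larvae with low IIS, 3.46 ± 1.2, 0.348 ± 0.158 and 3.52 ± 1.62. Y49G5A.1 and *tiar-2* had been seen in Dataset EV2 before. In *gas-1* mutants compared to wt, 7986 genes were dysregulated (5120 higher, 2866 lower; 4245 and 4038 after median‐of‐ratios rescaling, 3057 and 4423 after quantile normalization). In *age-1; gas-1* mutants compared to wt, 8816 genes were dysregulated (5183 higher, 3633 lower; 3359 and 4999 after quantile normalization). Both sets shared 7126 genes, 7000 of them in the same direction. Unchanged strains simulated against a common wt group shared 0, only 1 of 100 draws having any gene dysregulated in the simulated *gas-1* strain. Independent lists of these sizes would share 3172 in the same direction. The 860 genes dysregulated in *gas-1* but not in *age-1; gas-1* mutants made up 10.8% of the *gas-1* set. This share was 13.6% when wt replicates 1 and 2 served *gas-1* and the others the double mutant, and 20.2% when wt replicates 3 to 5 served *gas-1*. With the 13.6% split, 6394 genes were dysregulated in *gas-1* and 8567 in *age-1; gas-1* mutants, and with the 20.2% split 7558 and 7631. Fewer wt libraries leave more genes short of the threshold, so these shares also depend on which comparison had only 2 of them. Tested directly, 842 genes (10.5%) changed in *age-1; gas-1* compared to *gas-1* mutants against their change in *gas-1*, 564 of them downward and 278 upward, where independent lists would give 1387 and the simulation, with hardly any calls, gave 0. The covariance of the change in *gas-1* mutants compared to wt with the change between the mutants was -0.0221. Simulated unchanged strains had a mean of -0.0227 and a range of -0.150 to 0.0465. The simulation shuffled the libraries' deviations from their strain means across all strains. It therefore does not give the part of this covariance that the real *gas-1* libraries bring by being shared. Of the 842, 406 no longer passed the test compared to wt, 310 still did in the *gas-1* direction and 126 did in the other. A further 1914 genes moved away from wt in the direction of *gas-1*, and 5230 (65.5%) had no call between the mutants. Across genes, which are not independent replicates, the fold changes of both mutants compared to wt had r = 0.866, and 0.743 and 0.748 with the wt libraries split. With no effect simulated, r had a median of 0.545 and a range of -0.841 to 0.976, so 0.866 lies within that range. The covariance was 0.545, above the simulated range of -0.0430 to 0.164 (mean 0.0219). It was 0.509 and 0.507 with the wt libraries split. From the share of reverting genes (Fig 2A), the paper concludes that most dysregulated expression of *gas-1* mutants was not rescued upon IIS inhibition.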

To compare transcriptomic profiles from *gas‐1* mutant and *age‐1; gas‐1* double mutant animals, we conducted an unbiased pathway analysis with IPA. We found that three of the most overrepresented pathways were involved in protein synthesis. Specifically, EIF2, eIF4/p70S6K and mTOR signaling pathways were significantly downregulated in *age‐1; gas‐1* compared to *gas‐1* mutants (Fig 2B). 

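Most cytosolic and mitochondrial ribosomal protein genes and most initiation factor genes fell by small amounts in *age-1; gas-1* compared to *gas-1* mutants, although 28 of the cytosolic ones passed the test after upper‐quartile rescaling, where their median was -0.21. Of 79 cytosolic ribosomal protein genes, 65 fell and none rose (71 adjusted over the list alone), with a median log2 fold change of -0.24. Of 69 mitochondrial ribosomal protein genes, 64 fell and none rose (65 adjusted over the list alone; median -0.30). Of 35 translation initiation factors, 29 fell and 1 rose (30 and 1 adjusted over the list alone; median -0.27). The large‐subunit gene *rpl-12* averaged 769.5 ± 34.5 FPKM (SD, n = 5) in *gas-1* and 627 ± 28.8 in *age-1; gas-1* mutants, a log2 fold change of -0.30 (SE 0.052, adjusted p = 0.00068) from limma, and *rpl-26* fell by 0.34. The mitochondrial ribosome gene *mrps-23* went from 26.4 ± 0.932 FPKM in wt to 22.0 ± 1.41 in *gas-1* and 14.7 ± 1.06 in *age-1; gas-1* mutants (log2 fold change between the mutants -0.58, adjusted p = 3.5e-06). The eIF3 subunit gene *eif-3.B* fell from 371 ± 10.5 to 298 ± 8.99 FPKM (adjusted p = 1.9e-05), and *inf-1*, which encodes the RNA helicase eIF4A, from 55.9 ± 1.25 to 41.4 ± 1.35 (adjusted p = 5e-06). The eIF2B subunit gene *eif-2Balpha* fell by 0.35 on the log2 scale (adjusted p = 9e-06), and *ife-2*, an eIF4E gene, had a log2 fold change of -0.035, adjusted p = 0.73. Aminoacyl‐tRNA synthetases, which charge tRNAs, had 16 of 32 members lower and none higher (17 adjusted over the list alone), and *gars-1* fell by 0.35. In ribosomal RNA synthesis and ribosome biogenesis 9 of 23 fell and none rose (11 adjusted over the list alone), *nol-58* by 0.38. Of 9 elongation factors 6 fell and 1 rose (7 and 1 adjusted over the list alone), and the number that fell was 3 without *gas-1* replicate 4, 2 without *age-1; gas-1* replicate 2, 3 after median‐of‐ratios and 1 after upper‐quartile rescaling (0 rose and 2 fell without the 4 libraries that stood apart in sperm genes). The TOR pathway genes themselves showed no common direction, with 1 of 13 higher and 1 lower (1 and 0 adjusted over the list alone) and a median of -0.035, or 0.00 after upper‐quartile rescaling and -0.02 after quantile normalization or without *age-1; gas-1* replicate 4. The number of TOR genes that rose was 2 without wt replicate 3 or after upper‐quartile rescaling, and the number that fell was 3 without *gas-1* replicate 5 and 0 after median‐of‐ratios or upper‐quartile rescaling or without *gas-1* replicate 1, 2, 3 or 4 or *age-1; gas-1* replicate 1, 3, 4 or 5. The TORC2 gene *rict-1* rose by 0.27 (adjusted p = 0.014), and the Rag GTPase gene *raga-1* fell by 0.12 (adjusted p = 0.037). The call of *raga-1* was lost without *gas-1* replicate 1, 2, 3 or 4 or *age-1; gas-1* replicate 1, 3, 4 or 5, and its adjusted p ran from 0.00079 to 0.0887 over all alternatives. Another 3 genes were chosen after their values were seen, the TOR kinase gene *let-363* (log2 fold change 0.034, adjusted p = 0.7), *daf-15*, the gene of its partner raptor (0.036, adjusted p = 0.64), and *rsks-1*, which encodes p70S6K (-0.048, adjusted p = 0.37). Under camera at the preset correlation adjusted p was 1.5e-12 for the cytosolic and 6.6e-21 for the mitochondrial ribosomal proteins, 1.3e-11 for initiation factors, 2.5e-05 for synthetases, 0.0015 for ribosome biogenesis, 0.072 for elongation factors and 0.88 for TOR genes. None of these calls held with an estimated correlation, where adjusted p was 0.52, 0.31, 0.31, 0.46, 0.61, 0.46 and 0.95 in that order. Some germline transcripts were lower beside the ribosomal ones, with 14 of 26 genes of germline proliferation and meiosis falling and none rising (1 without the 4 libraries; 15 adjusted over the list alone; median -0.18). Of 26 oocyte and eggshell genes 16 fell and 2 rose (19 and 2 adjusted over the list alone), and *oma-2* fell from 796 ± 92.0 to 541 ± 36.5 FPKM. Adjusted p of the germline and oocyte lists was 0.0008 and 0.00035 with the preset, and adjusted p = 0.52 and 0.66 with an estimated correlation. The number of cytosolic ribosomal genes that fell depended on other settings too, with 43 after quantile normalization (median -0.20), 29 at 1% FDR and 0 at a minimum change of 0.5 on the log2 scale.

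**Figure D2:**
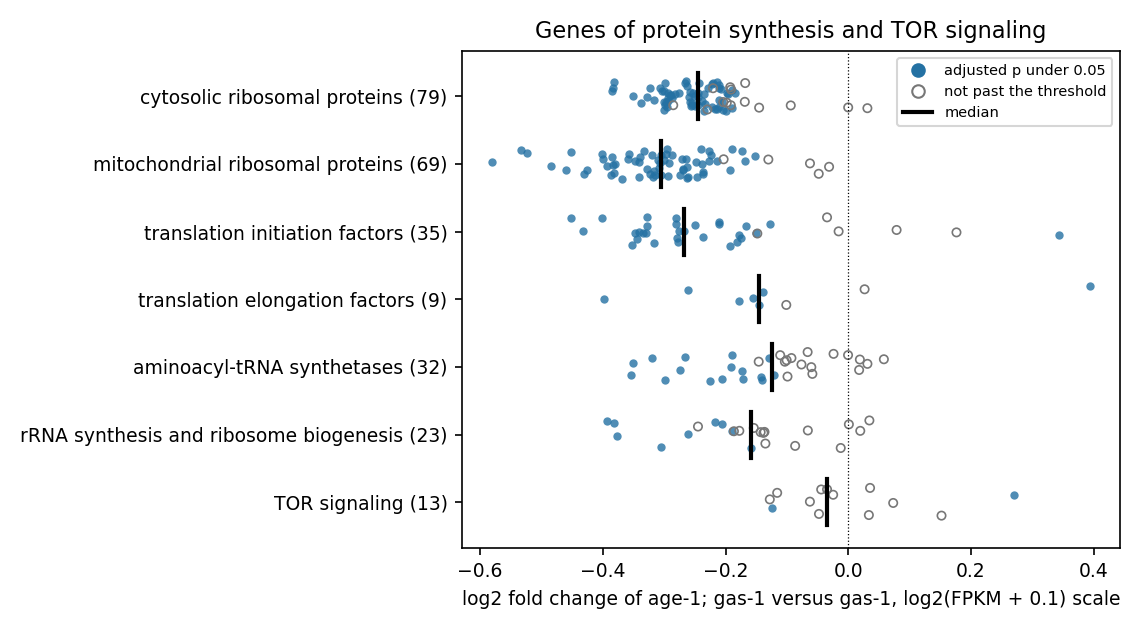
Log2 fold change of each measured gene in *age-1; gas-1* compared to *gas-1* mutants, in 7 lists of protein synthesis genes with their number of members. Filled points have a limma adjusted p below 0.05, open points do not, and black bars are medians. Most members of the ribosomal protein and initiation factor lists lie below 0, while the 13 TOR genes lie around 0, with a median of -0.035 that upper‐quartile rescaling moved to 0.00.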

To support the relevance of protein synthesis inhibition in longevity, we used a loss‐of‐function mutant for the translation initiation factor IFE‐2/eIF4E, resulting in impaired mRNA translation initiation downstream TOR (Jankowska‐Anyszka *et al*, 1998; Syntichaki *et al*, 2007). We observed that *ife‐2; gas‐1* double mutants had an increased lifespan compared to *gas‐1* mutants, although they displayed a shorter survival compared to *age‐1; gas‐1* mutant nematodes (Fig 2C and Dataset EV1). Moreover, we found that *age‐1; ife‐2; gas‐1* triple mutants lived approximately as long as *age‐1; gas‐1* double mutant nematodes (Fig 2C and Dataset EV1). Since *ife‐2; gas‐1* did not fully phenocopy the lifespan‐extending effect of diminished IIS in *gas‐1* animals, it is likely that inhibition of protein synthesis contributes only in part to *age‐1; gas‐1* survival. As a complementary approach to NGS, we obtained quantitative proteomic profiling using isobaric tags (TMT/iTRAQ) in *gas‐1* and *age‐1; gas‐1* nematodes (Fig 2D). A protein–protein interaction network analysis (STRING, version 10.5; Szklarczyk *et al*, 2017) revealed that the hits of the proteomic scan formed networks significantly more than would be expected by chance (PPI enrichment *P*‐value < 1.0e‐16; Fig 2E and Appendix Fig S2A). IPA of the proteomic data predicted energy production (i.e., ATP synthesis) and lipid metabolism to be differentially regulated in *age‐1; gas‐1* compared to *gas‐1* mutants (Fig 2F). Among these altered biological processes, we found fatty acid beta‐oxidation and carbohydrate metabolism significantly represented (Fig 2F and G). 

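Lysosomal enzymes and carbohydrate‐cleaving enzymes were among the proteins of Dataset EV2 whose transcripts rose in *age-1; gas-1* compared to *gas-1* mutants. The hexosaminidase gene *hex-1* went from 30.0 ± 0.81 FPKM (SD, n = 5) in *gas-1* to 47.8 ± 1.89 in *age-1; gas-1* mutants, a log2 fold change of 0.67 (SE 0.04, adjusted p = 3.7e-08) from limma, and the paper's value for its protein is 0.97 on the log2 scale. The cathepsin D‐like protease gene *asp-4* rose from 115.1 ± 9.69 to 257 ± 11.1 FPKM (adjusted p = 1.3e-08), beside the paper's protein value of 0.66. The intestinal esterase gene *ges-1* rose by 1.11 on the log2 scale (the paper's protein value 0.94), and the transthyretin‐related *ttr-47* by 1.28 (0.93 for the protein in the paper). Protein and transcript of *ech-1.1*, a gene of fatty acid β‐oxidation, were both lower, from 4.36 ± 1.12 to 1.37 ± 0.141 FPKM (log2 fold change -1.58; the paper's protein value -1.08). The pyruvate kinase gene *pyk-1* went the other way, its transcript falling by 0.18 (limma adjusted p = 0.0026) while the paper gives 0.35 for the protein. That protein value lies below the fold change the paper required of a dysregulated protein. The paper measured these proteins in young adults, whereas the sample labels give L4 for the sequenced animals. The copy of Dataset EV2 used here holds 499 entries, which may not be the full table. Of these, 448 matched a gene tested here, 269 with a higher and 179 with a lower protein. Proteins were counted by the sign of the paper's value alone, without its cutoffs. Transcripts of 158 of these genes rose, 74 fell and 216 did not pass the test. Of the 232 that passed, 208 (89.7%) changed in the direction of the protein and 24 in the opposite one. Among higher proteins 148 transcripts rose and 14 fell, and among lower proteins 60 fell and 10 rose. Across the 448 genes, which are not independent replicates, the transcript's log2 fold change had a correlation of 0.627 with the paper's protein value and 0.993 with the paper's own mRNA value. The table gives 242 entries an mRNA q‐value below 0.05, and of the 231 tested here 217 passed, all of them in the table's direction. Those mRNA values were drawn from the same libraries, so this match and the correlation of 0.993 are not independent evidence.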

Notably, a number of differentially regulated proteins were also significantly altered in the transcriptome, indicating that many of the proteome changes also occurred at the transcriptional level (Dataset EV2). Since genes in sugar metabolism seem particularly enriched in both the transcriptome and the proteome, we measured simple and complex carbohydrates using the phenol–sulfuric acid colorimetric assay. 

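Most lysosomal glycosidase genes, whose enzymes cleave sugars from glycoproteins, glycolipids and lysosomal glycogen, rose in *age-1; gas-1* compared to *gas-1* mutants. Of 14 lysosomal glycosidases 10 rose and none fell (10 and 1 adjusted over the list alone; median log2 fold change 0.56). Without wt replicate 3 or *age-1; gas-1* replicate 4, or after quantile normalization, 1 glycosidase fell. Both acid alpha‐glucosidase genes rose, *aagr-1*, on chromosome IV from 8366521 to 8375371, from 17.9 ± 4.14 FPKM (SD, n = 5) in *gas-1* to 39.7 ± 6.66 in *age-1; gas-1* mutants, and *aagr-2*, on chromosome II from 4914494 to 4925248, from 191 ± 14.9 to 293 ± 29.6. These were log2 fold changes of 1.16 (SE 0.17, adjusted p = 0.0002) and 0.61 (SE 0.093, adjusted p = 0.00021) from limma. In wt they averaged 18.4 ± 3.87 and 231 ± 31.4 FPKM. The beta‐galactosidase gene *bgal-1* rose from 7.78 ± 1.06 to 17.5 ± 1.3 FPKM, and the glucocerebrosidase genes *gba-1* and *gba-4* from 8.88 ± 1.51 to 15.8 ± 2.05 and from 17.8 ± 3.22 to 36.1 ± 4.02 (adjusted p = 0.0017 and 0.0025). In the list of glycogen and trehalose metabolism, 9 of 18 genes rose and 2 fell (9 and 3 adjusted over the list alone; median 0.14; 1 fell after quantile normalization). The trehalose synthase gene *tps-1* rose from 11.7 ± 1.26 to 19.9 ± 1.72 FPKM, *gob-1*, a trehalose phosphatase gene, by 0.32 on the log2 scale, and the trehalase gene *tre-3* by 0.54. The glycogenin gene *gyg-2* had a log2 fold change of -0.048, adjusted p = 0.63. Camera adjusted p was 1.9e-06 for the glycosidases, some of which had been seen in Dataset EV2 when the list was chosen and so give no independent evidence, and 0.0072 for glycogen and trehalose metabolism. With an estimated correlation it was adjusted p = 0.27 and 0.31, past the threshold in neither list. Among other enzymes labelled in Fig 2G, the glucuronosyltransferase gene *ugt-23* rose from 8.39 ± 1.09 to 15.6 ± 1.49 FPKM, *adh-5* by 0.18 on the log2 scale and the phosphoglycerate mutase gene *ipgm-1* by 0.20 (adjusted p = 0.02). Without *age-1; gas-1* replicate 3 the change of *ipgm-1* was 0.18 and no longer passed, and its adjusted p ran from 0.00681 to 0.0513 over all alternatives. Beside these groups, 4 of 11 intestinal marker genes rose and 2 fell (4 and 2 adjusted over the list alone), with a camera adjusted p of 0.082, and adjusted p = 0.72 with an estimated correlation. The number of intestinal genes that fell was 1 without *age-1; gas-1* replicate 2 and without replicate 5.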

We observed a significant reduction in total carbohydrates; however, there were no differences in glucose levels between *age‐1; gas‐1* mutant and *gas‐1* mutant animals (Fig 2H). We then overlapped IPA predictions from both transcriptomics and proteomics. In *age‐1; gas‐1* compared to *gas‐1* mutant animals, we found that fatty acid β‐oxidation, gluconeogenesis, and glycolysis were all upregulated, whereas glycogen turnover (i.e., lysis and synthesis) was highly enhanced (Appendix Fig S2B). 

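Most genes that make glucose from fat and amino acids rose in *age-1; gas-1* compared to *gas-1* mutants, whereas genes of glycolysis and β‐oxidation went both ways. Of 8 genes of gluconeogenesis and the glyoxylate cycle 6 rose and 1 fell (6 and 1 adjusted over the list alone), with a median log2 fold change of 0.35, and the number that fell was 0 after upper‐quartile rescaling and without *age-1; gas-1* replicate 2 or 5. The PEPCK genes *pck-1*, on chromosome III from 62888 to 66260, and *pck-2*, on chromosome I from 7866136 to 7872100, catalyse the committed step of gluconeogenesis. Their transcripts averaged 49.2 ± 3.11 and 176 ± 14.4 FPKM (SD, n = 5) in wt, 198 ± 13.8 and 304 ± 19.1 in *gas-1*, and 251 ± 23.21 and 457 ± 36.1 in *age-1; gas-1* mutants. Between the mutants these were log2 fold changes of 0.34 (SE 0.066, adjusted p = 0.0013) and 0.59 (SE 0.067, adjusted p = 2e-05) from limma. The glyoxylate cycle gene *icl-1*, on chromosome V from 724332 to 728004, went from 103 ± 33.7 FPKM in wt to 284 ± 77.7 and 599.7 ± 71.7 in the mutants (adjusted p = 0.0013 between them), and the pyruvate carboxylase gene *pyc-1* rose by 0.39 on the log2 scale. In glycolysis 5 of 19 genes rose and 3 fell (5 and 6 adjusted over the list alone), with a median of -0.058, a mean of 0.0098 and medians of -0.02 after upper‐quartile rescaling and 0.01 after quantile normalization. The number that rose was 3 without *age-1; gas-1* replicate 3, and the number that fell was 6 without *gas-1* replicate 5. The aldolase gene *aldo-2* rose from 2801 ± 127 to 3292 ± 97.1 FPKM and the pyruvate kinase gene *pyk-2* by 0.38, while *gpd-4*, a near copy of *gpd-1* with which it may share reads, fell from 71.6 ± 3.95 to 54.1 ± 3.52 FPKM (adjusted p = 0.00034). Of 45 genes of mitochondrial and peroxisomal β‐oxidation 8 rose and 5 fell, also when adjusted over the list alone, and the number that rose was 5 without *gas-1* replicate 2 or without *age-1; gas-1* replicate 3. The hydroxyacyl‐CoA dehydrogenase gene *hacd-1* rose from 73 ± 18.5 to 139 ± 27.9 FPKM, *ech-7* by 0.48 and the acyl‐CoA dehydrogenase gene *acdh-1* by 0.48, whereas *acdh-13* fell by 0.29. The trifunctional enzyme gene *ech-1.2* had a log2 fold change of -0.029, adjusted p = 0.68, *acs-3* of 0.28, adjusted p = 0.26 and *acdh-8* of 0.19, adjusted p = 0.9. Of 8 lipases 5 rose and none fell (6 adjusted over the list alone), among them *lipl-5* from 258 ± 40.7 to 515 ± 35.9 FPKM. Fatty acid synthesis, desaturation and elongation had 11 of 21 genes higher and 1 lower, also when adjusted over the list alone, with rises of *pod-2*, the acetyl‐CoA carboxylase gene, by 0.35 and of *let-767* by 0.42. The elongase genes *elo-2* and *elo-5* had log2 fold changes of -0.07 and 0.091 (adjusted p = 0.73 and 0.67). For glycogen turnover, the synthase gene *gsy-1* had a log2 fold change of -0.09, adjusted p = 0.081, and it passed the test without wt replicate 3 (-0.090) and with robust array weights, its adjusted p running from 0.0114 to 0.291 over all alternatives. The phosphorylase gene *pygl-1* fell by 0.22 (adjusted p = 0.014), a call lost after quantile normalization (-0.13), and the debranching enzyme gene *agl-1* had 0.022, adjusted p = 0.8, both genes being chosen after their values were seen. Camera adjusted p was 0.0052 for gluconeogenesis, 0.9 for glycolysis, 0.1 for β‐oxidation, 0.0029 for lipases and 0.00018 for fatty acid synthesis. In this order, adjusted p = 0.46, 0.95, 0.74, 0.31 and 0.46 with an estimated correlation.

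**Figure D3:**
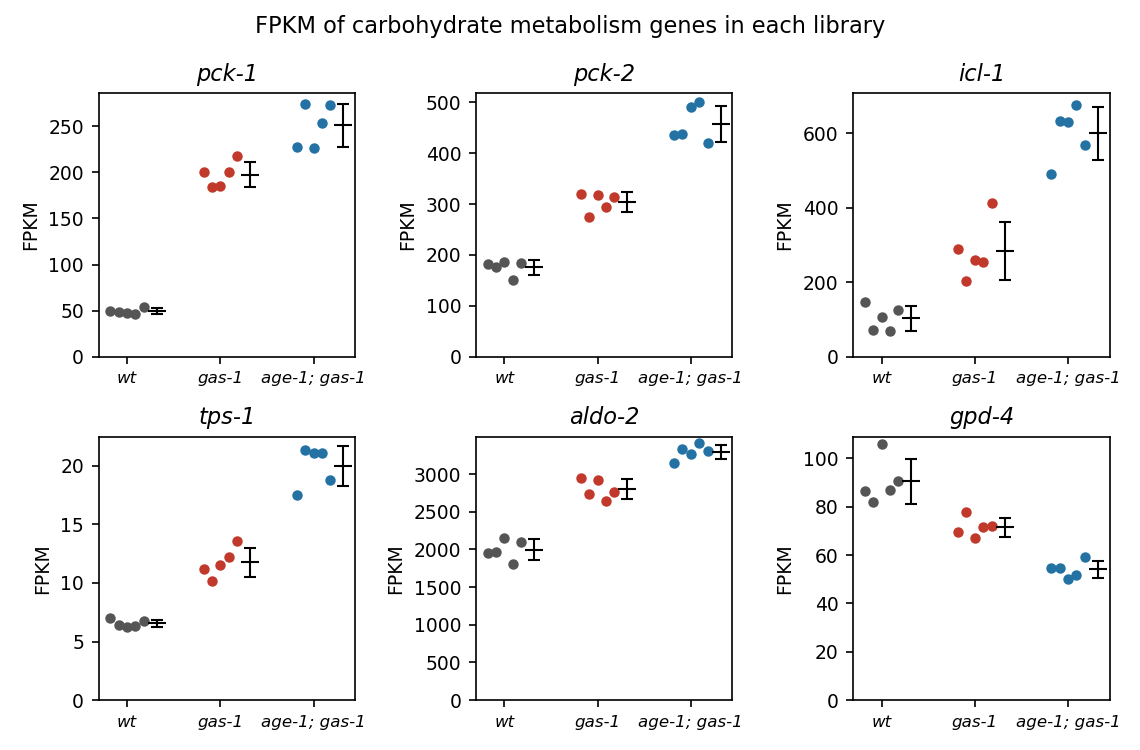
FPKM of *pck-1*, *pck-2*, *icl-1*, *tps-1*, *aldo-2* and *gpd-4* in wt, *gas-1* and *age-1; gas-1* mutants, with 1 point per library and the mean ± SD of 5 libraries as bars. The means of *pck-1* rise from 49.2 in wt to 198 and 251 in the mutants, and those of *gpd-4* fall from 90.5 to 71.6 and 54.1.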

Based on this pathway analysis, it seems that IIS inhibition supports the maintenance of glucose through the engagement of multiple gluconeogenic processes. Consistent with this hypothesis and with our transcriptome, we found that the expression of two enzymes involved in carbohydrate metabolism, the alpha‐glucosidases AAGR‐1 and AAGR‐2, were upregulated on mRNA level in *age‐1; gas‐1* compared to *gas‐1* (Appendix Fig S2C). Moreover, the expression of the two *C. elegans* orthologs of phosphoenolpyruvate carboxykinase (PEPCK) was equally altered in *age‐1; gas‐1* compared to *gas‐1* (Appendix Fig S2D).

**Figure 2:**
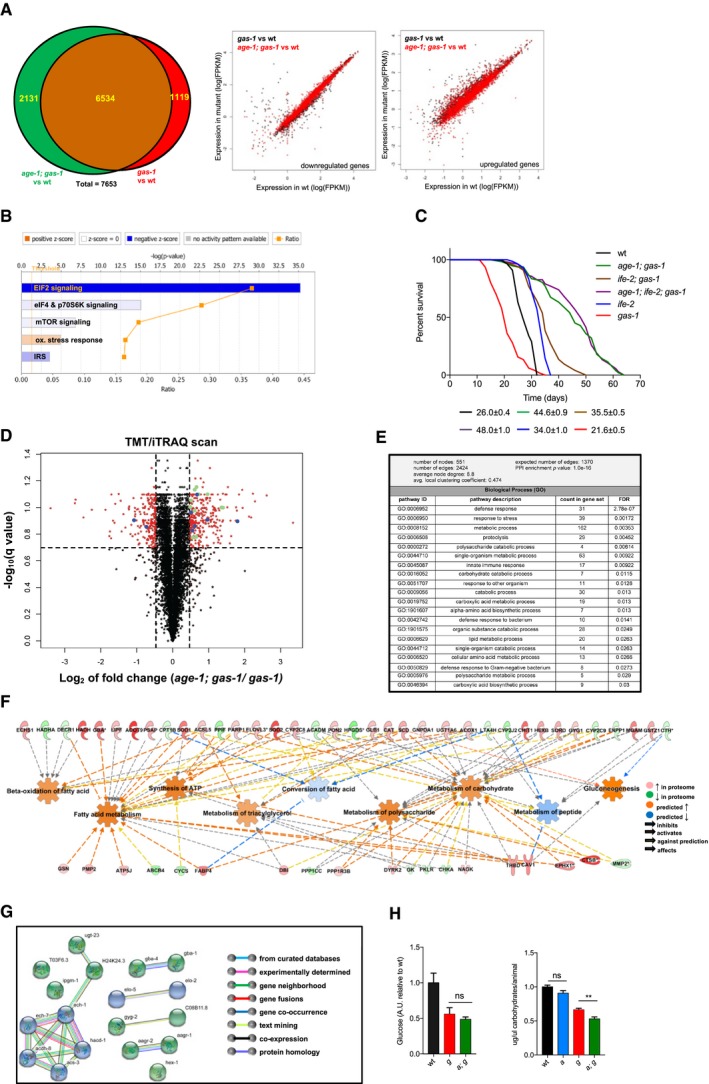
IIS inhibition affects the transcriptome and proteome of mitochondria‐deficient nematodes Left panel: Venn diagram of the number of genes significantly dysregulated in *age‐1; gas‐1* versus wt (green) and *gas‐1* versus wt (red). Right panel: scatter plots of the expression of genes significantly downregulated (left) or upregulated (right) in *gas‐1* and *age‐1; gas‐1* mutants compared to wt. In black: expression levels of genes that are significantly upregulated or downregulated in *gas‐1* mutants compared to wt. In red: expression levels of the same genes in *age‐1; gas‐1* mutants compared to wt.IPA indicating the overrepresented canonical pathways in *age‐1; gas‐1* versus *gas‐1* mutants.Representative lifespans of the indicated strains with average median lifespans ± SEM from all replicates indicated beneath representative curves.Volcano plot of TMT/iTRAQ‐based quantitative proteomic analysis. In red, proteins significantly dysregulated in *age‐1; gas‐1* compared to *gas‐1* (FDR < 20%; |log_2_ (fold change)| > 0.47). Dashed lines indicate cutoffs. Proteins involved in carbohydrate (green) and lipid (blue) metabolism are labeled.STRING analysis on dysregulated proteins in *age‐1; gas‐1* versus *gas‐1* nematodes (20% FDR; |log_2_(fold change)| > 0.47).IPA of TMT/iTRAQ scan results and prediction of downstream effects. Legend indicates color‐coding of molecules and connections. Shades of red and green are proportional to fold change, whereas shades of blue and orange are proportional to the strength of the prediction, as calculated by IPA.STRING network for proteins involved in carbohydrate (green) and lipid (blue) metabolism. Legend indicates the nature of each indicated connection.Left panel: glucose quantification in wt, *gas‐1,* and *age‐1; gas‐1* nematode lysates with NMR, *n* = 7, ns = non‐significant, Mann–Whitney *U*‐test. Right panel: quantification of total carbohydrates in the indicated strains with phenol–sulfuric assay. Bars: mean ± SEM, two biological replicates (five technical replicates each), normalized to wt and number of animals used. **P‐value < 0.01, ns = non‐significant, Mann–Whitney *U*‐test.

Next, we sought to identify the molecular players underlying these metabolic changes in *age‐1; gas‐1* mutant animals. A further IPA of our NGS data supported the activation of AMP‐activated protein kinase (AAK‐2/AMPK) and protein kinase A (KIN‐1/PKA) and the consequent effect on distinct catabolic pathways, including fatty acid beta‐oxidation and glycogen metabolism in *age‐1; gas‐1* double mutants compared to *gas‐1* animals (Fig 3A and B). 

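Single genes of AMPK and PKA signaling rose in *age-1; gas-1* compared to *gas-1* mutants, while most listed genes of either pathway did not pass the test. The catalytic AMPK subunit gene *aak-2*, on chromosome X from 16796087 to 16803398, averaged 173 ± 20.6 FPKM (SD, n = 5) in wt, 209.6 ± 9.36 in *gas-1* and 243 ± 15.7 in *age-1; gas-1* mutants, a log2 fold change between the mutants of 0.21 (SE 0.071, adjusted p = 0.034) from limma. This call was lost without *gas-1* replicate 3 (0.20 on the log2 scale), *gas-1* replicate 4 (0.19), *age-1; gas-1* replicate 2 (0.19) or *age-1; gas-1* replicate 3 (0.19), and adjusted p ran from 0.00432 to 0.0850 over all alternatives. Larger changes were seen in regulatory subunits, with *aakg-4*, a gamma subunit gene, going from 24.4 ± 1.93 to 41.7 ± 4.39 FPKM (adjusted p = 4e-05) and the beta subunit gene *aakb-1* rising by 0.32 on the log2 scale. The genes *mop-25.2* and *mop-25.3*, which encode scaffold proteins of the upstream kinase complex, fell by 0.17 and 0.33. Of 14 genes of the AMPK complex and its upstream kinase, 4 rose and 2 fell, also when adjusted over the list alone, with a camera adjusted p of 0.33 (adjusted p = 0.74 with an estimated correlation). The catalytic PKA subunit gene *kin-1*, on chromosome I from 14913766 to 14952226, averaged 20.7 ± 2.85, 27.8 ± 2.32 and 41.1 ± 5.82 FPKM in wt, *gas-1* and *age-1; gas-1* mutants, and rose between the mutants by 0.56 (SE 0.11, adjusted p = 0.0016). The regulatory subunit gene *kin-2* had 69.4 ± 5.91 and 71.5 ± 4.70 FPKM in *gas-1* and *age-1; gas-1* mutants (log2 fold change 0.045, adjusted p = 0.75). The CREB gene *crh-1* rose by 0.29 (adjusted p = 0.025), and *pde-3*, which encodes a phosphodiesterase that degrades cyclic nucleotides, fell by 0.29. The change of *crh-1* did not pass without *gas-1* replicate 2, 4 or 5 (0.25, 0.27 and 0.23) or *age-1; gas-1* replicate 1 or 2 (0.27 for each), nor with robust array weights (0.16), and adjusted p ran from 0.00862 to 0.0694 over all alternatives. Of 17 PKA signaling genes, 3 rose and 1 fell, also when adjusted over the list alone, and camera adjusted p was 0.32 (adjusted p = 0.74 with an estimated correlation). The number that rose was 1 without *age-1; gas-1* replicate 2 or without the 4 libraries that stood apart in sperm genes, and the number that fell was 2 without wt replicate 3 or after quantile normalization. A lipase gene of the hormone‐sensitive type, *hosl-1*, rose by 0.27 (adjusted p = 0.019), but by 0.24 and short of the threshold without *age-1; gas-1* replicate 2, with adjusted p from 0.0010 to 0.0791 over all alternatives. The PKA list mixes kinase, regulatory subunit and phosphodiesterase genes, so its counts and camera result do not give a direction of PKA signaling. The values are transcript levels and hold no measure of kinase activity.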

In line with its role in conditions of low energy and nutrient deprivation (Burkewitz *et al*, 2014; Hardie, 2014) and with our IPA predictions, we found that *age‐1; gas‐1* double mutants had increased levels of phospho‐AAK‐2 compared to *gas‐1* animals (Fig 3C) as revealed using a previously validated antibody (Gioran *et al*, 2014). Importantly, *aak‐2* loss of function and silencing significantly reduced the lifespan of *age‐1; gas‐1* double mutants, whereas overexpression of AAK‐2 promoted the survival of *gas‐1* mutants (Fig 3D and E, Appendix Fig S3A and B, and Dataset EV1). In *C. elegans*,* kin‐1* encodes the catalytic subunit of PKA, whereas *kin‐2* encodes for the regulatory one (Lee *et al*, 2016). In line with the IPA prediction, we found that *age‐1; gas‐1* double mutants displayed an increased KIN‐1 activity compared to *gas‐1* mutant animals (Fig 3F). Furthermore, RNAi‐mediated downregulation of *kin‐1* almost completely abolished the lifespan extension of *age‐1; gas‐1* animals (Fig 3G, Appendix Fig S3C and D, and Dataset EV1). Moreover, downregulation of *aak‐2* and *kin‐1* affected ATP levels in *age‐1; gas‐1* double mutants (Fig 3H and I). Notably, we observed that the mitochondrial network was significantly more fragmented in *aak‐2‐* and *kin‐1*‐deficient animals (Fig 3J), suggesting a mechanistic link between mitochondrial network remodeling and the kinases involved in lifespan‐extending processes. Taken together, IIS inhibition decreases ATP‐consuming processes in complex I‐deficient nematodes and sustains AMPK/AAK‐2 and PKA/KIN‐1/2 activity.

**Figure 3:**
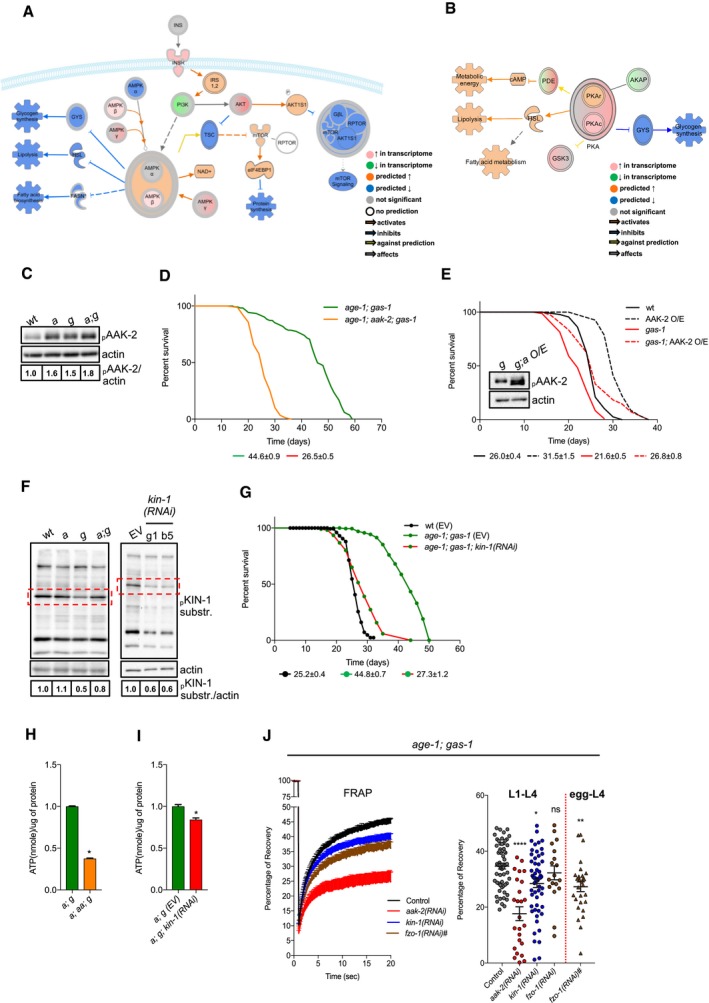
Increased AMPK/AAK‐2 and PKA/KIN‐1/2 activity occur in the long‐lived *age‐1; gas‐1* mutants A, BSchematic representation with overlaid Molecule Activity Predictor (MAP) analysis of (A) AAK‐2/AMPK‐ and (B) KIN‐1/PKA‐regulated metabolic processes in *age‐1; gas‐1* versus *gas‐1* mutants. Color intensity corresponds to effect intensity or prediction strength.CImmunoblot analysis of phospho‐AAK‐2 in wt, *age‐1*,* gas‐1,* and *age‐1; gas‐1* mutant nematodes (actin loading control). Numbers correspond to band densitometries across three biological replicates.DRepresentative lifespan of *age‐1; gas‐1* double mutant and *age‐1; aak‐2; gas‐1* triple mutant nematodes with average median lifespans ± SEM from all replicates indicated beneath representative curves.ELifespan assay of *gas‐1* mutant animals compared to *gas‐1*; AAK‐2‐overexpressing (O/E) nematodes and their wt counterparts. Inset: immunoblot analysis of phospho‐AAK‐2 in *gas‐1* (*g*) and *gas‐1*; AAK‐2 O/E (*g; a O/E*) animals (actin loading control), showing the overexpressed protein (lower band) and the endogenous one (upper band).FLeft panel: immunoblot analysis of phospho‐KIN‐1 substrates in young adult nematodes. Numbers correspond to band densitometries across two biological replicates. Right panel: immunoblot analysis of phospho‐KIN‐1 substrates in *age‐1; gas‐1* animals grown on bacteria carrying an empty vector (EV) or expressing *kin‐1* RNAi. Two different *kin‐1* RNAi clones (g1, b5) were used in this experiment. Numbers correspond to band densitometries of the presented immunoblot. Dashed rectangles: band corresponding to downregulated KIN‐1 phospho‐substrate.GRepresentative lifespan assay of wt and *age‐1; gas‐1* nematodes fed with empty vector (EV) and *kin‐1* RNAi bacteria with average median lifespans ± SEM from all replicates indicated beneath representative curves.H, IATP measurements in: (H) *age‐1(hx546)*;* gas‐1(fc21) (a; g)* and *age‐1(hx546); aak‐2(ok524); gas‐1(fc21) (a; aa; g)* mutant nematodes; (I) *age‐1; gas‐1* (EV) (*a; g* (EV)) and *age‐1; gas‐1; kin‐1 (RNAi)* (*a; g; kin‐1(RNAi)*). Bars: mean ± SEM, *n* = 4, *P‐value < 0.05, Mann–Whitney *U*‐test.JLeft panel: curves represent FRAP in *age‐1; gas‐1* animals grown on RNAi from larval L1 (or from egg for *fzo‐1* RNAi) to L4 stage. Each point: mean recovery of bleached regions (2–5 regions per animal, 10–20 animals per condition) ± SEM. Right panel: maximum (total) recovery per condition are shown, ±SEM. *P‐value < 0.05, **P‐value < 0.01, ****P‐value < 0.0001, Kruskal–Wallis test, Dunn's *post hoc* correction. For all lifespan curves, the legend shows average median lifespan ± SEM across all biological replicates. Source data are available online for this figure.

### IIS inhibition induces nucleotide breakdown and xanthine accumulation in mitochondrial mutant nematodes

We reasoned that enhanced catabolism would result in different metabolic profiles in *age‐1; gas‐1* double mutant compared to *gas‐1* mutant animals. First, we performed a lipid analysis and, to our surprise, found that the lipid profiling showed only minor differences between *gas‐1* and *age‐1; gas‐1* mutants, with no significant reduction of the storage lipid triacylglycerols (TAGs; Fig 4A). Then, we assessed common primary metabolic intermediates in our mitochondrial mutant nematodes. On the metabolite level, an NMR targeted profiling on nematode lysates showed only few changes, with an almost sixfold increase in xanthine being the most prominent alteration in *age‐1; gas‐1* compared to *gas‐1* mutant animals (Fig 4B). Based on the IPA of the transcriptomic data, it seems that the observed xanthine buildup is a consequence of increased purine degradation in *age‐1; gas‐1* animals (Fig 4C). 

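Transcripts of purine metabolism went both ways in *age-1; gas-1* compared to *gas-1* mutants, and *xdh-1*, the xanthine dehydrogenase gene, did not pass the test. *xdh-1*, on chromosome IV from 14401114 to 14412894, averaged 4.2 ± 0.682 FPKM (SD, n = 5) in wt, 9.49 ± 1.2 in *gas-1* and 8.82 ± 0.571 in *age-1; gas-1* mutants. Its log2 fold change was 1.16 (SE 0.11, adjusted p = 4.6e-07) in *gas-1* mutants compared to wt, and -0.098 (SE 0.11, adjusted p = 0.53) between the mutants, from limma. With robust array weights it fell by 0.24 between the mutants and passed the test, and its adjusted p ran from 0.0306 to 0.815 over all alternatives. Of 11 genes of purine degradation and interconversion 2 rose and 4 fell (2 and 5 adjusted over the list alone). The GMP synthetase gene *gmps-1* and T22D1.3, an IMP dehydrogenase gene, act between IMP and GMP, and T22D1.3 fell from 96.6 ± 5.35 to 77.0 ± 1.93 FPKM (log2 fold change -0.33, adjusted p = 0.00093). *gmps-1* fell by 0.21 (adjusted p = 0.02) and *adk-1*, an adenosine kinase gene, by 0.19 (adjusted p = 0.01), while *adah-1* rose by 0.30 (adjusted p = 0.018). The fourth gene that fell was *ampd-1*, the AMP deaminase gene, by 0.17 (adjusted p = 0.045), and the other that rose was F15E6.6, by 0.31 (adjusted p = 0.042), both named after their values were seen. The call of *gmps-1* was lost without *gas-1* replicate 1 or 3 (-0.19 for each) or *age-1; gas-1* replicate 2 or 5 (-0.18 and -0.16), with adjusted p from 0.00056 to 0.112 over all alternatives. That of *adah-1* was lost without *gas-1* replicate 2 (0.25; adjusted p from 0.0010 to 0.0727 over all alternatives), and that of *adk-1* after upper‐quartile rescaling (-0.16; adjusted p from 0.00029 to 0.0588). *ampd-1* did not pass without wt replicate 4, any *gas-1* replicate or *age-1; gas-1* replicate 1, 2, 3 or 5, nor after median‐of‐ratios or upper‐quartile rescaling (adjusted p from 0.0026 to 0.150 over all alternatives, and -0.15 without *age-1; gas-1* replicate 5). F15E6.6 did not pass without wt replicate 5, *gas-1* replicate 1, 2, 3 or 4 or *age-1; gas-1* replicate 2, 3, 4 or 5 (adjusted p from 0.0069 to 0.103, and 0.27 without *gas-1* replicate 3). Over the list, the number that rose was 0 without *gas-1* replicate 2 and 1 without the other libraries named for F15E6.6, and the number that fell was 2 without those named for *gmps-1* and after upper‐quartile rescaling; 1 rose and 2 fell without the 4 libraries that stood apart in sperm genes. The purine nucleoside phosphorylase gene *pnp-1*, which releases guanine and hypoxanthine, rose from 67.0 ± 11.79 FPKM in wt to 164 ± 25.7 in *gas-1* mutants (adjusted p = 6.3e-07) and had 188 ± 12.2 in *age-1; gas-1* mutants (log2 fold change between the mutants 0.21, adjusted p = 0.22). The salvage gene *hprt-1* had a log2 fold change of -0.076, adjusted p = 0.5 between the mutants. In *gas-1* mutants compared to wt, 7 of the 11 genes rose and none fell (7 adjusted over the list alone), with a median of 0.36 that was 0.23 after median‐of‐ratios rescaling and 0.03 after quantile normalization. After median‐of‐ratios rescaling 6 of them rose and 3 fell, after quantile normalization 5 rose and 1 fell, and without wt replicate 3 or without the 4 libraries the number that fell was 1. Of 8 genes of purine synthesis 2 rose and 2 fell between the mutants, also when adjusted over the list alone, with a median of -0.046 (-0.01 after upper‐quartile rescaling, -0.03 without *gas-1* replicate 2) but a mean of 0.07 and an upward test. *pfas-1* rose by 0.41 and *atic-1* by 0.35 on the log2 scale, and the number that fell was 0 after each of the 3 rescalings and 1 without *gas-1* replicate 2 or 4, *age-1; gas-1* replicate 2 or 5 or the 4 libraries. Camera adjusted p between the mutants was 0.57 for degradation and interconversion and 0.9 for synthesis, and adjusted p = 0.9 and 0.95 with an estimated correlation. In *gas-1* mutants compared to wt it was 0.23 for degradation and interconversion, and adjusted p = 0.8 with an estimated correlation.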

Consistently, qRT–PCR showed that xanthine dehydrogenase *xdh‐1* was significantly reduced in *age‐1; gas‐1* compared to *gas‐1* mutant animals, while xanthine oxidase activity was not significantly affected (Fig 4D). These data point toward a scenario in which xanthine buildup occurs through inhibition of xanthine dehydrogenase (i.e., xanthine degradation) and not through activation of xanthine oxidase (i.e., xanthine synthesis).

**Figure 4:**
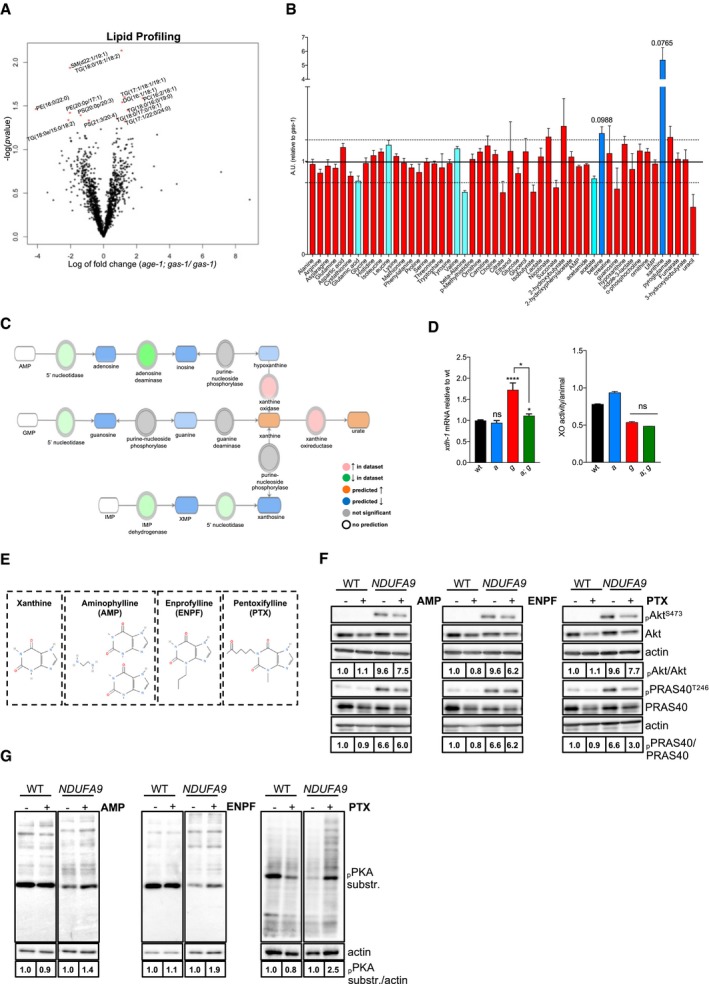
Xanthine accumulates in *age‐1; gas‐1* mutants Volcano plot of lipidomic profiling in *gas‐1* versus *age‐1; gas‐1* mutants. Red stars: significantly altered lipids in *age‐1; gas‐1* versus *gas‐1* (5% FDR; *n* = 5).NMR‐1D targeted metabolic profiling in *age‐1; gas‐1* mutants (normalized to *gas‐1)*. Dashed lines indicate fold change cutoff (|log_2_(fold change)| < 1.23). Red bars: not significant, Light blue bars: FDR < 10%, |log_2_(fold change)| < 1.23, Dark blue bars: FDR < 10%, |log_2_(fold change)| > 1.23. Bar: mean + SEM, *n* = 7.Schematic representation of purine degradation pathway with overlaid Molecule Activity Predictor (MAP) analysis showing increased purine degradation in *age‐1; gas‐1* mutants and the consequent xanthine accumulation. Shades of red and green are proportional to fold change, whereas shades of blue and orange are proportional to the strength of the prediction, as calculated by IPA.Left panel: qRT–PCR of *xdh‐1* (normalized to wt). Bars: mean ± SEM, *n* = 6. ****P‐value < 0.0001, *P‐value < 0.05, ns = non‐significant, Kruskal–Wallis with Dunn's *post hoc* test. Right: xanthine oxidase activity levels normalized to animal number. Bars: mean ± SEM, *n* = 2, ns = non‐significant, Mann–Whitney *U*‐test.Schematic representations of xanthine and the methylxanthines used in this study.Immunoblot analysis of phospho‐Akt (S473), pan Akt, phospho‐PRAS40 (T246), and total PRAS40 in WT and *NDUFA9* KO HAP1 cells treated with 0.2% DMSO (−) or AMP (2 μM), ENPF (2 μM), and PTX (36 μM) (+) for 24 h (actin loading control).Immunoblot analysis of phospho‐PKA substrates in WT and *NDUFA9* KO HAP1 cells treated as indicated (actin loading control). For all immunoblot panels, numbers correspond to band densitometries across 2–3 biological replicates. Source data are available online for this figure.

We reasoned that xanthine buildup might be part of a molecular cascade that limits the detrimental effect of mitochondrial dysfunction. This hypothesis raises intriguing possibilities in terms of therapeutic options, as xanthine derivatives are relatively well tolerated and completely metabolized by humans (Aviado & Porter, 1984). To investigate the effect of xanthine derivatives on mitochondrial mutant cells, we used genetically modified HAP1 cells lacking mitochondrial complex I subunits *NDUFS2*,* NDUFS4*, or *NDUFA9* (Appendix Fig S4A). These tumorigenic cells showed impaired mitochondrial respiration (Appendix Fig S4B) and enhanced IIS as revealed by the increased phosphorylation of mTOR and Akt targets (i.e., pAkt^Ser473^ and pPRAS40^Thr246^, respectively; Appendix Fig S4C). Given the low solubility of xanthine in aqueous solutions, we employed aminophylline (AMP), enprofylline (ENPF), and pentoxifylline (PTX; Fig 4E), which are three widely used methylxanthines generally known as competitive, nonselective phosphodiesterase inhibitors (PDEs) and adenosine receptor antagonists (Snyder *et al*, 1981; Monteiro *et al*, 2016). All three methylxanthines partially attenuated the phosphorylation status of Akt and mTOR targets (Fig 4F) and enhanced PKA activity (Fig 4G). This effect on IIS was not a common feature of PDE inhibitors, since the PDE3 inhibitor cilostazol enhanced PKA activity without altering the phosphorylation status of Akt (Appendix Fig S4D). In the range of concentrations that we used, methylxanthines may act as adenosine receptor antagonists (Snyder *et al*, 1981; Monteiro *et al*, 2016). However, since adenosine receptor antagonists MSX‐3 and SCH58261 had no effect on either PKA or Akt phosphorylation (Appendix Fig S4E), it is likely that methylxanthines acted on PKA and Akt phosphorylation independently of adenosine receptor antagonism. Notably, treatment with PTX (Appendix Fig S4F) and other methylxanthines (data not shown) did not improve mitochondrial respiration.

Having established the pleiotropic effects of xanthine derivatives on Akt/mTOR and PKA activity, we sought to determine whether increased xanthine levels had lifespan‐extending properties. Thus, we exposed wt and *gas‐1* mutant nematodes to xanthine derivatives by supplementing them with the bacteria. While xanthine derivatives did not affect the lifespan of wt animals (Fig 5A), we found that these three methylxanthines significantly improved locomotor activity and extended the survival of complex I‐deficient *gas‐1* mutants (Fig 5B and C, and Dataset EV1). The lifespan‐extending effect of methylxanthines was not due to decreased food intake, since compound‐treated animals showed a significantly increased pharyngeal pumping (Fig 5D). We also found that KIN‐1/2 activity and AAK‐2 phosphorylation were enhanced in methylxanthine‐treated *gas‐1* mutant nematodes (Fig 5E and F). Notably, PTX treatment promoted mitochondrial connectivity in *gas‐1* mutant nematodes (Fig 5G), phenocopying in part what we observed in *age‐1; gas‐1* double mutants (Fig 1I and J). Taken together, supplementation of xanthine derivatives enhances AMPK/AAK‐2 and PKA/KIN‐1 activity, promotes mitochondrial network remodeling, and increases survival of complex I‐deficient nematodes (Fig 5H). To a certain extent, IIS inhibition and treatment with methylxanthines share common molecular processes that underlie the increased survival of short‐lived mitochondrial mutants.

**Figure 5:**
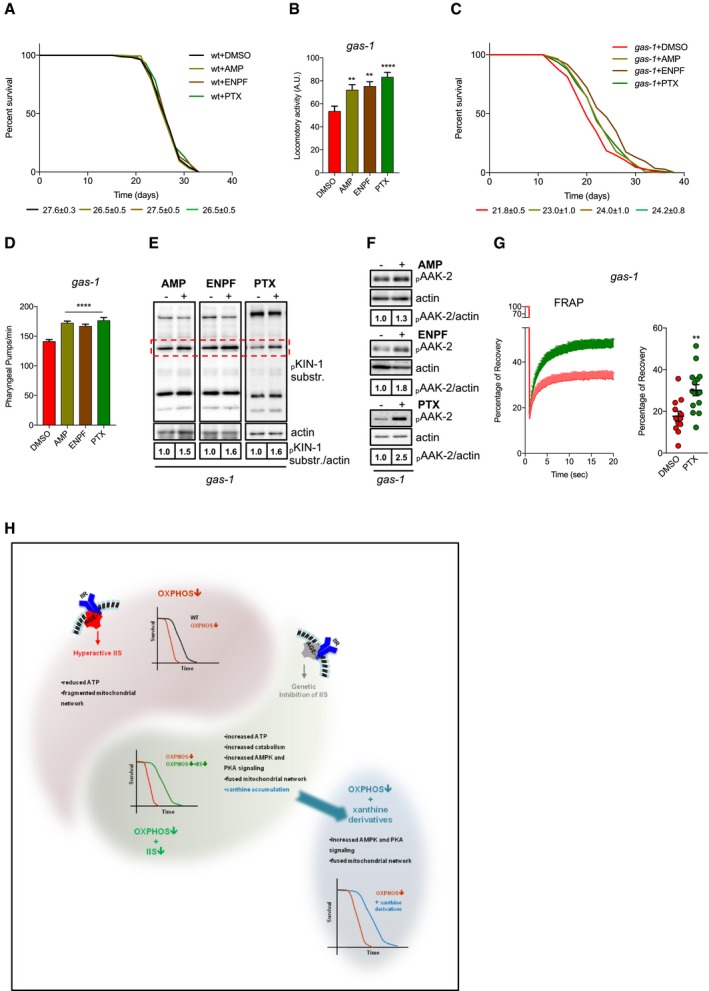
Methylxanthines have lifespan‐extending effects in *gas‐1* mutant nematodes AEffect of methylxanthines on wt lifespan. Average median lifespans ± SEM from all replicates indicated beneath representative curve.BLocomotor activity of 10‐day‐old *gas‐1* mutant nematodes treated with vehicle (DMSO) or methylxanthines. Values represent arbitrary units from three biological replicates with four technical replicates each, 35 worms per technical replicate. Bars: mean ± SEM, **P‐value < 0.01, ***P‐value < 0.001, one‐way ANOVA, Dunnett's *post hoc* correction.CEffect of methylxanthines on the survival of *gas‐1* mutants. Average median lifespans ± SEM from all replicates indicated beneath representative curves.DPharyngeal pumps/minute in young adult *gas‐1* mutant nematodes treated with vehicle or methylxanthines. Bars: mean ± SEM, *n* = 18. ****P‐value < 0.0001, one‐way ANOVA, Dunnett's *post hoc* correction.E, FImmunoblot analysis of (E) KIN‐1 phospho‐substrates and (F) phospho‐AAK‐2 in young adult *gas‐1* mutant nematodes treated with vehicle (DMSO) or methylxanthines (actin loading control).GLeft panel: FRAP in vehicle or PTX‐treated *gas‐1* animals. Each point: mean recovery of 14 bleached regions (2 regions per animal, 7 animals per condition) ± SEM. Right panel: maximum (total) recovery per condition ± SEM. **P‐value < 0.01 unpaired *t*‐test. For all immunoblot panels, numbers correspond to band densitometries across biological replicates, and for all lifespan curves, the legend shows mean–median lifespan ± SEM across all biological replicates.HSchematic drawing showing the critical biological processes underlying the lifespan extension of *age‐1; gas‐1* mutant nematodes. OXPHOS‐deficient nematodes display decreased lifespan, diminished ATP production, fragmented mitochondrial network, and a phosphoproteome signature associated with enhanced IIS signaling. As a result of IIS inhibition, AMPK and PKA drive a catabolic shift underlying lifespan extension of nematodes carrying OXPHOS defects. Supplementation of xanthine derivatives stimulates survival of mitochondrial mutant animals. Source data are available online for this figure.

## Discussion

Over the past years, the remarkable progress of molecular medicine has broadened our understanding of mitochondrial function and its contribution to a large range of human pathologies, including metabolic and age‐related neurodegenerative disorders (Schon & Przedborski, 2011; Koopman *et al*, 2012; Camandola & Mattson, 2017). Mitochondrial diseases are among the most common forms of inherited myopathies and neurological conditions when considered as a broad group and independently from their etiology (DiMauro *et al*, 2013; Area‐Gomez & Schon, 2014; Gorman *et al*, 2016). From a therapeutic standpoint, it would be ideal if one therapeutic approach could target the wide spectrum of mitochondria‐associated diseases, considering that many of them share pathogenic signaling cascades (Avula *et al*, 2014; Viscomi *et al*, 2015; Wang *et al*, 2016). Surely, the repurposing of an FDA‐approved molecule, like rapamycin, has many advantages, since pre‐existing clinical data and a well‐defined toxicity profile in humans are available (Laplante & Sabatini, 2012; Vafai & Mootha, 2013; Li *et al*, 2014; Kennedy & Lamming, 2016). However, long‐term administration of rapamycin has troubling caveats. For example, it is known that rapamycin possesses immunosuppressive properties, may accelerate the growth of certain solid tumors, and induces insulin resistance, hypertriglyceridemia, and hyperglycemia (Meric‐Bernstam & Gonzalez‐Angulo, 2009; Laplante & Sabatini, 2012; Li *et al*, 2014). Given this and in the hope of finding alternative compounds and/or targets for therapeutic interventions, we investigated how genetic inhibition of the IIS has lifespan‐extending properties in OXPHOS‐deficient organisms. To do so, we employed an unbiased comparative approach and conducted a complementary set of quantitative methods that included phosphoproteomics, transcriptomics, proteomics, lipidomics, metabolomics, and pathway analysis. As part of our target validation, we then defined the epistatic relationship between the IIS cascade and novel molecular components predicted to participate in the metabolic reprogramming of mitochondrial mutant nematodes. We found that genetic IIS inhibition promotes the survival and fitness of mitochondria‐deficient animals, likely attributable to the boosted ATP levels despite having severe genetic lesions. Reasoning that this could be due to a recovery of mitochondrial function, we observed instead no improvement in oxygen consumption rate. We found that genetic IIS inhibition leads to a remarkably more fused mitochondrial network that is only associated with, rather than being causally linked to lifespan extension. We are indeed surprised that *fzo‐1* RNAi does not alter *age‐1; gas‐1* survival, since prior evidence shows that a fused mitochondrial network is required for the establishment of distinct pro‐longevity programs (Yang *et al*, 2011; Chaudhari & Kipreos, 2017; Weir *et al*, 2017). Our findings do not argue against the lifespan‐extending properties of mitochondrial network remodeling. Rather, we believe that, in *age‐1; gas‐1* animals, enhanced mitochondrial connectivity is simply the consequence of a homeostatic response, which optimizes the usage of nutrients and restores the balance in a bioenergetically compromised context where mitochondrial ATP production is insufficient. In line with this hypothesis, our transcriptomics, proteomics, and genetic epistatic analyses indicate that IIS inhibition efficiently decreases ATP‐consuming anabolic processes (i.e., protein synthesis) and enhances catabolism (e.g., glycogen degradation and fatty acid beta‐oxidation) in animals carrying mitochondrial lesions.

The connection between mitochondrial deficiency and IIS has been extensively investigated in mammals (Johnson *et al*, 2013; Ising *et al*, 2015; Khan *et al*, 2017; Siegmund *et al*, 2017; Wischhof *et al*, 2018). As part of our study, we provide a comprehensive overview of the phosphoproteome landscape in *gas‐1* mutants. It clearly indicates that IIS arguably has the most profound impact on protein phosphorylation in complex I‐deficient nematodes. Not only did IPA reveal that five of the seven most hyperactive pathways converge on IIS, but also that 97% of significantly affected phosphorylated proteins in *gas‐1* mutants were found to revert back to wt levels in *age‐1; gas‐1* double mutants. In fact, there were very few differentially phosphorylated proteins between wt and *age‐1; gas‐1* mutants (data not shown), which further strengthened the hypothesis that the inhibition of IIS may counteract mitochondrial deficiency. What was perhaps most surprising was the degree of the lifespan extension observed in *age‐1; gas‐1* mutants. Far from simply returning their median lifespan to wild‐type levels, as might have been inferred from the phosphoproteome, complex I‐deficient nematodes actually lived even longer than wt animals upon IIS inhibition. Based on our findings, it seems reasonable to think that such a lifespan extension is the result of a complex interplay between different metabolic networks. In line with this argument, the lifespan‐extending effect of IIS inhibition critically depends on AMPK and PKA, since their downregulation drastically affects the survival of *age‐1; gas‐1* mutants. Based on a statistical analysis performed by IPA, it seems that these two pleiotropic kinases form a signaling module upstream of the route associated with metabolic flexibility and shift toward catabolism. While we focused on AMPK and PKA and confirmed that they are two critical regulators of these pro‐survival processes, we do not rule out that additional components (e.g., kinases, phosphatases) of this essential metabolic node may participate in the aforementioned adaptive response.

We identified enhanced purine degradation and the subsequent xanthine buildup as a main downstream event that occurs in mitochondria‐deficient nematodes upon IIS inhibition. We provide evidence that xanthine derivatives have pleiotropic effects in complex I‐deficient cells, since they attenuate hyperactive IIS and stimulate PKA activity. This is not the first study to connect xanthine and IIS inhibition in *C. elegans*. Previously, xanthine along with adenine has been found to be slightly, yet significantly reduced in IIS‐deficient nematodes within a larger context of metabolic flexibility (Gao *et al*, 2018). In contrast, our unbiased approach unveils a massive increase in xanthine levels in IIS‐deficient nematodes carrying mitochondrial defects. Although our work leaves open the possibility that methylxanthines may have additional targets in nematodes, we clearly show that treatment with these xanthine derivatives is enough to significantly promote survival of complex I‐deficient *gas‐1* mutants, despite being a much milder effect than a hypomorphic mutation that drastically affects IIS. Thus, it seems that the accumulation of xanthine is not incidental, but rather it provides a specific feedback signal that establishes metabolic flexibility in animals carrying mitochondrial lesions. The lack of an “anti‐aging” effect in wild‐type animals supports this hypothesis. Finally, it is worth noting that methylxanthines stimulate AAK‐2/AMPK and KIN‐1/PKA activity and promote a more fused mitochondrial network in *gas‐1* mutants, mimicking in part the genetic effect of IIS inhibition. Taken together, our study identifies molecular components that contribute to the survival of IIS‐deficient animals carrying mitochondrial lesions. As an additional value, we show that methylxanthines can attenuate hyperactive IIS in OXPHOS impaired cells, as well as have positive effects on the survival of short‐lived *C. elegans* mitochondrial mutants. Finally, our findings may hold possible translational implications, since novel molecular processes here described as well as newly modified methylxanthines could be considered in the fight against diseases associated with mitochondrial dysfunction.

## Materials and Methods

### Antibody list

The following antibodies were used in this study: α‐pAkt^S473^ (#4058), α‐Akt(pan) (#4685), α‐pPRAS40^T246^ (#13175), α‐PRAS40 (#2691), α‐phospho‐PKA substrates (#9624), α‐pAMPK^T172^ (#2535) (Cell Signaling Technology). Mouse monoclonal antibodies against mammalian and nematode actin were obtained from Sigma and Abcam, respectively. Secondary α‐mouse and α‐rabbit antibodies were obtained from Invitrogen and Pierce, respectively. All primary antibodies were used at 1:1,000 in TBST (Tris‐buffered saline + 0.1% Tween‐20), except for α‐actin (1:5,000). Secondary antibodies were used at 1:2,000 in TBST.

### ATP measurements

ATP was measured using a Colorimetric Assay Kit (Sigma, MAK190). Young adult nematodes were sorted and collected with a COPAS Biosort System in pellets, flash‐frozen in liquid N_2_, and stored at −80°C until use. All pellets were resuspended in ATP assay buffer and disrupted with a sonicator. The deproteinization step was conducted with 10 kDa cutoff spin columns (Abcam) in a chilled microcentrifuge for 1 h at 9,600 *g*. Absorbance was measured with a Multiskan FC Plate Reader (Thermo Fisher Scientific) at 570 nm. For each sample, ATP concentration was normalized to animal number for wt, *age‐1*,* gas‐1* and *age‐1; gas‐1* nematodes) or protein content (for *age‐1; gas‐1*,* age‐1; aak‐2; gas‐1*,* age‐1; gas‐1* (EV), and *age‐1; gas‐1; kin‐1(RNAi)* nematodes).

### *C. elegans* strains and methods

The following *C. elegans* strains were used in this work: wild‐type N2 (Bristol), AGD731 *uthEx299[aak‐2(genomic aa1‐aa321)::GFP::unc‐54 3′UTR+myo‐2p::tdTomato]*, BAN1 *daf‐2(e1370)III* (7× backcrossed), BAN57 *daf‐16(mu86)I; daf‐2(e1370)III; gas‐1(fc21)X*, BAN153 *gas‐1(fc21)X; zcIs14[myo‐3p::GFP(mit)]*, BAN201 *ife‐2(ok306)X*;* gas‐1(fc21)X*,* BAN202 age‐1(hx546)II; gas‐1(fc21)X*, BAN203 *gas‐1(fc21)X; uthEx299[aak‐2(genomic aa1‐aa321)::gfp::unc‐54 3′UTR+myo‐2p::tdTomato]*, BAN232 *age‐1(hx546)II; ife‐2(ok306)X; gas‐1(fc21)X*, BAN264 *age‐1(hx546)II; zcIs14[myo‐3p::GFP(mit)]*, BAN267 *age‐1(hx546)II; gas‐1(fc21)X; zcIs14[myo‐3p::GFP(mit)],* BAN285 *age‐1(hx546)II; mev‐1(kn1)III*, BAN286 *daf‐16(mu86)I; age‐1(hx546)II; gas‐1(fc21)X*, BAN287 *daf‐16(mu86)I; age‐1(hx546)II*, BAN308 *age‐1(hx546)II; aak‐2(ok524)X; gas‐1(fc21)X,* BAN323 *pdk‐1(mg142)X; gas‐1(fc21)X,* BAN324 *daf‐16(mu86)I; gas‐1(fc21)X,* CW152 *gas‐1(fc21)X*, GR1318 *pdk‐1(mg142)X*, RB579 *ife‐2(ok306)X*, SJ4103 *zcIs14[myo‐3p::GFP(mit)]*, TJ1052 *age‐1(hx546)II*,* daf‐16(mu86)I; daf‐2(e1370)III*. All experiments were conducted at 20°C with isogenic hermaphrodite nematode populations. For the lifespan assays, synchronized day‐4 (since hatching) young adults were transferred to fresh NGM plates seeded with OP50, RNAi, or OP50 mixed with compounds every other day until they were past the egg‐laying stage. After that, transfers were done twice per week and all nematodes were scored every other day. Animals that did not respond to gentle prodding with a platinum wire were scored as dead. Animals that died during the experiment due to internal egg hatching, vulva protrusion or dried on the edges of the plates were scored as censored. qRT–PCR (see below) was used to assess the RNAi efficiency on nematodes grown on RNAi‐expressing bacteria for 3–5 days. Lifespan assays of compound‐treated nematodes were performed blinded.

### Carbohydrate determination/phenol–sulfuric acid method

Total carbohydrates were measured with a Total Carbohydrate Assay Kit (Sigma, MAK104). Young adult nematodes were collected with a COPAS Biosort System and stored at −80°C until use. The pellets were disrupted in assay buffer with a sonicator and spun down in a chilled microcentrifuge at 18,800 *g* for 5 min. Total carbohydrates were measured in the supernatant as per the manufacturer's instructions. Absorbance was measured with a Multiskan FC Plate Reader (Thermo Fisher Scientific) at 490 nm. Total carbohydrate values were normalized to the animal number per sample.

### Cell culture

All HAP1 cell lines were obtained from Horizon Discovery (Horizon Genomics GmbH, Vienna, Austria). Cells were kept in IMDM (Iscove's modified Dulbecco's medium) supplemented with 10% FBS and 1% penicillin/streptomycin. For maintenance purposes, all cell lines were split 1:20–1:30 every 2–3 days. Before compound treatments, 2 × 10^5^ cells/well were seeded in six‐well plates and left overnight to attach in growth medium. All compounds were dissolved in DMSO (0.2% final concentration in the medium).

### Lipidomic profiling

Nematodes were synchronized, and 4,000–8,000 young adults were sorted with a COPAS Biosort System, collected in pellets, flash‐frozen in liquid N_2_, and stored at −80°C. A total of five biological replicates per condition were collected. Creative Proteomics Inc. (USA) performed a high‐performance liquid chromatography and mass spectrometry (UPLC‐MS) analysis to determine the lipids present in wild‐type, *age‐1*,* gas‐1,* and *age‐1; gas‐1* mutant nematodes. All profiles were normalized to the number of nematodes per sample. Cutoff for significance was 5% FDR. The volcano plot was generated with an R 3.1.3 (R Core Team, 2015).

### Locomotor activity

Gravid nematodes were treated with hypochlorite solution, and eggs were placed on NGM plates seeded with OP50, in the presence of vehicle (DMSO) or one of the indicated compounds. Adult nematodes were transferred every other day until day 10 when the locomotion test was performed. Specifically, 35 nematodes were transferred manually in one well of a transparent flat‐bottom 96‐well plate containing 100 μl of M9 supplemented with 6 mg/ml heat‐inactivated OP50. The plate was placed into a WMicroTracker (Phylumtech S.A., Argentina), and the locomotor activity was recorded for 1 h with a recording frame of 30 min. In each independent assay, at least 3 wells per condition were measured.

### Microscopy

#### Fluorescence recovery after photobleaching (FRAP)

L4 stage nematodes were paralyzed with 25 mM Levamisole (AppliChem) in M9 buffer, mounted on 2% agarose pads on glass slides and closed with coverslips. The FRAP assay was performed on an inverted fully motorized Nikon microscope, in association with a Yokogawa Spinning Disk connected to a back‐illuminated EMCCD camera (Andor iXON DU‐897, 512 × 512 pixels, 16 bit, 35 frames/s). The setup was equipped with a 100× oil immersion lens and with 488‐nm emission lasers. Mitochondrial continuity was determined in body wall muscle of transgenic nematodes overexpressing *myo‐3::GFP(mit)*. Bleaching was performed with a 488‐nm laser in regions of interest (ROIs) of 4 × 13.33 μm in size. Within the bleached area, mitochondria were selected and the mean fluorescence was quantified over time, while the mean cytoplasmic fluorescence was used for the background subtraction. Images were obtained every 100 ms for a total of 20 s and analyzed by using Fiji imaging software (Open Source). All values were normalized to the pre‐bleached intensity. The mobile fraction M(f) (or percentage of recovery) was calculated from the normalized recovery curves in function of the difference between the photobleached point and the maximum recovery state.

#### Stimulated emission depletion (STED) microscopy

Super‐resolution microscopy was performed using the Leica TCS SP8 gated STED. This instrument is an inverted microscope (Leica DMI6000 CS) equipped with a 100× oil objective lens and a White Light Laser (WLL). Images were taken with a resolution of about 60 nm (pixel size of 18.93 × 18.93 nm) following the use of a depletion laser at 592 nm. In all the experiments, nematodes were paralyzed with 25 mM Levamisole (AppliChem) in M9 buffer mounted on 2% agarose pads on glass slides and closed with coverslips. FRAP experiments were conducted blind to the respective condition (genotype, treatment, or RNAi) of the nematodes.

### Next‐generation Sequencing (NGS)

We used five biological replicates of wt, *gas‐1*, and *age‐1; gas‐1* worms for transcriptomics. RNA was extracted as described above, and RNA with a RIN > 9 (RNA Integrity Number) for each replicate was sent to CeGaT GmBH (Tübingen, Germany) for mRNA next‐generation sequencing (NGS). Briefly, approximately 100 ng of total RNA was used for library construction (TruSeq Stranded mRNA Library Prep Kit, Illumina). Sequencing was performed with a HiSeq 4000 High Output Mode Illumina platform (1 × 50 bp). The *P*‐value significance was determined using the Bonferroni–Hochberg procedure (FDR), and a 5% FDR was used as a cutoff. Scatter plots and Venn diagrams were generated in R 3.1.3.

### Oxygen consumption rate (OCR)

Nematodes were synchronized via hypochlorite solution treatment. At day 4, they were transferred on NGM plates seeded with heat‐inactivated OP50. After 2 h, 75 adults/well were transferred in a Seahorse XF24 cell culture microplate containing 525 μl M9 buffer and incubated at 20°C for 1.5 h to recover. In each independent assay, 3–5 wells were used per strain. OCR was measured in a Seahorse XF24 Analyzer (Agilent Technologies Inc., USA). The final concentration of sodium azide was 20 mM. The OCR values were normalized against the average size of each strain as given by the COPAS Biosort (TOF—time of flight). HAP1 cells were seeded in a Seahorse XF24 cell culture microplate with a density of 18 × 10^3^ cells/well (or 30 × 10^3^ cells/well when measurement was performed within the day) and left to attach overnight in regular growth medium. The next morning, cells were treated with DMSO (vehicle) or methylxanthines for 24 h. After treatment, growth medium was replaced with Seahorse XF base medium supplemented with 1 mM sodium pyruvate, 10 mM glucose, and 2 mM L‐glutamine (pH 7.4). Before the measurement, cells were equilibrated in a CO_2_‐free incubator at 37°C for 45 min. The final concentrations of oligomycin, FCCP, and rotenone/antimycin were 1, 0.125, and 0.5 μM, respectively. After the measurement, cells were trypsinized and counted and the average number of cells/well was used to normalize OCR values.

### Pharyngeal pumping

Pharyngeal contractions were counted over 1 min in young adults. For each experiment, the number of pharyngeal pumps/minute was measured in 10 individual animals coming from three different plates.

### Phosphoproteomics

Mutant nematodes were synchronized, and 8,000–10,000 young adults were sorted with a COPAS Biosort System, collected in pellets, and stored at −80°C. A total of three biological replicates per condition were collected. DC Biosciences Ltd (Scotland, UK) lysed the samples with bead beating, protein was precipitated with methanol:chloroform, digested, and labeled with a Thermo Fisher Scientific TMT™ Mass Tag Labeling Kit. The dry peptide sample was reconstituted, phospho‐enriched, fractionated, and subjected to LC‐MS/MS/MS analysis. Raw data were filtered for *Escherichia coli* proteins and normalized. The *P*‐value significance was determined using the Bonferroni–Hochberg procedure (FDR). Only proteins dysregulated in *gas‐1* versus wt with FDR < 20% and an absolute fold change > 5% most extreme control ratios (i.e., 0.345) were used in the subsequent IPA (see also below). The volcano plots of the phosphoproteome data were generated in R 3.1.3.

### qRT–PCR

Young adult nematodes were collected in pellets and frozen overnight at −80°C. Pellets were then pestle‐homogenized in the lysis buffer of the RNA Extraction Kit (RNeasy, Qiagen). RNA was isolated as per the manufacturer's instructions. The RNA concentration was quantified with a NanoDrop 2000C (Thermo Fisher Scientific), and 100 ng was used for cDNA synthesis with the qScript Kit (Quantabio) as per the manufacturer's instructions. qRT–PCRs were performed on 1 μl of cDNA with a Fast SYBR Green Master Mix (Applied Biosystems) on an Applied Biosystems qRT–PCR cycler. Each set of primers was verified through a two‐step protocol that included (i) testing of nine combinations of primer concentrations against 10 ng of wt cDNA, choosing the combination which gave the lowest *C*_T_ value and only the expected product when the qPCR was run on a 2% agarose gel, and (ii) the linearity of *C*_T_ values given by the primer combination identified in step (i) with a serial dilution of cDNA ranging from 10 to 0.31 ng. The following primers were used in this study (used concentration indicated in brackets):

*aagr‐1* forward: 5′CTTGGTGGGCTGGAGAATTT3′ (200 nM);
*aagr‐1* reverse: 5′TCCATCGAAGGGTAGGGTTT3′ (400 nM);
*aagr‐2* forward: 5′TCACTACTGGAGACGACTGG3′ (200 nM);
*aagr‐2* reverse: 5′TAAGTGGCTTCAATGGCTGG3′ (100 nM);
*aak‐2* forward: 5′TTAGCGGAAAGTTGTACGCA3′ (200 nM);
*aak‐2* reverse: 5′GCAGGGTTCCACAAAGAAGT3′ (200 nM);
*fzo‐1* forward: 5′CCCTGCTCTTGTCAATGATTT3′ (200 nM);
*fzo‐1* reverse: 5′AGCAAATTGGTGTTGATTGC3′ (200 nM);
*kin‐1* forward: 5′GAAGGACAACAAGAACTCGGC3′ (200 nM);
*kin‐1* reverse: 5′GAATGATCCGGTTCCAAGG3′ (400 nM);
*wah‐1* forward: 5′GCTGATGCTGTCGAGGAGA3′ (400 nM);
*wah‐1* reverse: 5′TGGTGGTGTTCTCTTCTGTAGA3′ (400 nM);
*xdh‐1* forward: 5′TCATGAGATGCTCCATTGGT3′ (400 nM);
*xdh‐1* reverse: 5′GGAGATGCTGTTGCAATGTT3′ (400 nM);
*actin* forward: 5′TGTGATGCCAGATCTTCTCCAT3′ (100 nM);
*actin* reverse: 5′GAGCACGGTATCGTCACCAA3′ (200 nM);
*pck‐1* F: 5′TCCACGTCCAGTTAAGCAAAA3′ (200nM);
*pck‐1* R: 5′TGGACGATGGGCGATCATTA3′ (200nM);
*pck‐2* F: 5′CATGTTCCGATTCTCAAGGGAG3′ (200nM);
*pck‐2* R: 5′ATGTTGAGATCCGTCGCAGA3′ (200nM).

### Statistics

All statistical analyses were performed with GraphPad Prism Software (San Diego, USA), apart from the Benjamini–Hochberg procedure that was used for large datasets (transcriptomics, lipidomics and metabolomics) and was calculated within R 3.1.3.

### STRING and Ingenuity Pathway Analysis (IPA)

STRING analysis (©STRING Consortium 2018, Open Source) was performed on *C. elegans* proteins, which met the FDR and log_2_(fold change) cutoffs appropriate for each analysis. For Ingenuity^®^ Pathway Analysis (IPA^®^), a list of closest human homologs was generated for *C. elegans* genes based on amino acid sequence homology as determined by BLASTP (NCBI). Fold change and *q*‐values for the corresponding genes were then imported into IPA (Qiagen, version 01‐07) and Core Analysis was performed. FDR and log_2_(fold change) cutoffs were selected based on the analysis analyzed, except for NGS in which the FDR was set at 1% to reduce the large number of analysis‐ready molecules, as recommended by IPA. For significantly overrepresented canonical pathways and biological functions, ‐omics data were overlaid with the Molecule Activity Predictor (MAP) function and schematic representations were generated with the Path Designer function.

### Targeted metabolic profiling

Nematodes were synchronized, and young adults were collected in pellets of 250–500 mg and stored at −80°C. Chenomx Inc. (Canada) performed an NMR‐1D analysis to determine the metabolites present in wild‐type, *gas‐1,* and *age‐1; gas‐1* mutant nematodes. NMR spectra were acquired on a Varian two‐channel VNMRS 600 MHz NMR spectrometer equipped with an HX 5 mm probe. All NMR profiles were dilution‐corrected to reflect the composition of the original sample. Cutoffs at 10% FDR and |log_2_(fold change)| > 1.23 were used.

### TMT/iTRAQ scan

Mutant nematodes were synchronized, and 1,000 young adults were sorted with a COPAS Biosort System, collected in pellets, flash‐frozen in liquid N_2_, and stored at −80°C. A total of three biological replicates per condition were collected. DC Biosciences Ltd (Scotland, UK) lysed the samples with bead beating, and protein was precipitated with methanol:chloroform, digested, and labeled with a Thermo Fisher Scientific TMT™ Mass Tag Labeling Kit. The dry peptide sample was reconstituted, fractionated, and subjected to LC‐MS/MS/MS analysis. Raw data were filtered for *E. coli* proteins and normalized. *P*‐value significance was determined using the Bonferroni–Hochberg procedure (FDR), and 20% FDR and 1% ratio of control ratios (i.e., |log_2_(fold change)| > 0.47) were used as cutoffs. The volcano plot of the TMT/iTRAQ scan data was generated in R 3.1.3.

### Western blot analysis

Nematode and cell pellets were disrupted via sonication in RIPA buffer (Sigma) supplemented with protease and phosphatase inhibitors (Roche). All lysates were centrifuged, and protein concentration was determined using a Bradford assay (Sigma). Lysates were mixed with Laemmli buffer, and 20 μg was loaded on a 6–12% SDS gel for electrophoresis. Protein transfer on a nitrocellulose membrane was done with a Trans‐Blot Turbo™ device (Bio‐Rad). All antibodies were used as per the manufacturer's instructions. Immunoblots were visualized with a ChemiDoc imaging system (Bio‐Rad).

### Xanthine oxidase activity measurement in nematodes

Xanthine oxidase activity was measured with a Xanthine Oxidase Activity Assay Kit (Sigma, MAK078). Young adult nematodes were collected with a COPAS Biosort System in pellets and stored at −80°C until use. The pellets were disrupted in xanthine oxidase assay buffer with a sonicator and spun down in a chilled microcentrifuge at 14,000 rpm for 10 min. Xanthine oxidase activity was measured in the supernatants as per the manufacturer's instructions. Absorbance was measured with a Multiskan FC Plate Reader (Thermo Fisher Scientific) at 570 nm. Enzymatic activity values were normalized to the animal number per sample.

## Author contributions

Conceptualization: AG, AP, and DB; Validation: AG, AP, FB, and JS; Formal Analysis: AG, AP, FB, and LW; Investigation: AG, AP, FB, JS, and LW; Writing: AG and DB; Visualization: AG and DB; Supervision: AG and DB; Project Administration: DB; Funding Acquisition: PN and DB.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Appendix

Dataset EV1

Dataset  EV2

Source Data for Appendix

Review Process File

Source Data for Figure 3

Source Data for Figure 4

Source Data for Figure 5

## Data Availability

RNA sequencing has been deposited to the NCBI GEO database under the accession number GSE122902 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE122902). Metabolomics and lipidomics data have been deposited to the EMBL‐EBI MetaboLights database (https://doi.org/10.1093/nar/gks1004) with the identifier MTBLS794. The mass spectrometry proteomics and phosphoproteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD011851 (https://www.ebi.ac.uk/pride/archive/projects/PXD011851) and PXD011859 (https://www.ebi.ac.uk/pride/archive/projects/PXD011859), respectively.

How the deposited data were processed for this re-analysis (not part of the article)

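The data are mRNA sequencing of whole nematodes of 3 strains, wt (N2), *gas-1* mutants with the fc21 allele and double mutants that also carry *age-1(hx546)*, grown at 20 °C, with 5 libraries per strain that the paper calls biological replicates. Each library's strain and replicate number came from the sample labels, which also name the stage as L4; the paper's text on the sequencing names none. Libraries were made from 100 ng of total RNA with a stranded mRNA kit and read as single 50 bp reads. According to the submitters' processing notes, CASAVA 1.8.2, FastQC 0.10.1, STAR 2.4.0h, Cufflinks 2.1.1 and Cuffdiff were used, without a role or order for each. The authors deposited 1 table of FPKM per gene for each library, that is fragments per kilobase of transcript scaled to the reads mapped, with 20483 genes per table. FPKM already include the authors' alignment, assignment of reads to genes and scaling to length and depth, and none of these steps was repeated. The genome build, the annotation and the use of strand in counting are not given in the sources used here. Coordinates are those of WBcel235, matched by gene identifier, for 20179 of the 20483 genes. For the sequencing data the paper's text gives an adjustment to a 5% FDR and names no test per gene, and its pathway analysis used human homologs at 1% FDR, which was not repeated.

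Genes with at least 1 FPKM in at least 5 of the 15 libraries were kept, 11648 in all. Values were analysed as log2(FPKM + 0.1) with limma 3.58.1 in R 4.3.3, in one fit of the 3 strains with the mean‐variance trend and without robust estimation, and p‐values were adjusted by the Benjamini‐Hochberg procedure within each of the 3 comparisons. A change on this scale understates the change of genes with low values. Read totals cannot be recovered from FPKM; the relative depth of libraries was estimated from the spacing of low values, where 6.9% to 10.9% of the ratios fell in the modal bin, so the estimate is rough. Before the data were examined, 49 gene lists, the tests, the rule for named genes and the alternatives were fixed, while 1 list of embryonic patterning genes was added later, before any value of its genes was looked at. Some members of 11 lists had been seen in Dataset EV2. Lists were tested with camera at a preset correlation of 0.01 and with an estimated correlation, adjusted over lists within a comparison; of the calls reached with the preset, none held with an estimated correlation. For counts adjusted over the list alone, the Benjamini‐Hochberg procedure was applied to the members only. Named genes are those the paper names, the 10 genes that rose and the 10 that fell most per comparison with separated libraries and at least 5 FPKM, up to 4 members per list with the smallest adjusted p, the 10 entries of Dataset EV2 with the smallest mRNA q‐value, and the 10 genes that reverted most; a few others are named as chosen after their values were seen.

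Alternatives covered pseudocounts of 1 and 0.5 FPKM, no filter and a filter at 5 FPKM, median‐of‐ratios, upper‐quartile and quantile scaling, limma without a trend and with robust estimation and array weights, a fit of the 10 libraries compared, a block for the replicate number, 1% FDR, a minimum change of 0.5 on the log2 scale, leaving out each library, leaving out the listed genes and splitting the wt libraries. A fit without 4 libraries and one with a within‐strain component as covariate were added after the data were seen. Overlaps of comparisons that share wt libraries were set beside 100 simulated pairs of unchanged strains, and counts of dysregulated genes beside 100 of the 126 splits of the libraries. The fit was tested on simulated data with 11648 genes, 50 changed at each size. For *age-1; gas-1* compared to *gas-1* mutants it recovered 38% of genes changed by 0.25 on the log2 scale, 54% at 0.5, 88% at 1 and 92% at 2, and called 6 of 11448 unchanged genes. In that simulation genes varied independently of each other. With the libraries' real deviations from their strain means in random order, the shares were 36%, 50%, 92% and 98%. Many changes of 0.25 were thus missed in both simulations. Far fewer genes were changed there than passed the test in the data, which makes the adjusted threshold stricter, so the share missed in the data is not known. No sample was left out of the main comparisons. Mitochondrially encoded respiratory genes were not analysed here.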

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

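The tests of depth between libraries, of depth between strains, of a batch shared by replicate number and of genes changed at least 2-fold after rescaling were chosen after the patterns had been seen, as was the fit without 4 libraries.

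In 13 of 153 groups of 5 libraries of a strain, 1 library lay far from the other 4, the gap to the nearest being more than 0.71 of the range, where chance gives about 1 in 20 groups, or 7.65. Of the 13, 11 were in wt replicate 3 or *gas-1* replicate 2. wt replicate 3 had 10016 genes with at least 1 FPKM, against 10513 to 10696 in the other wt libraries. Its median log2 values were -1.54 over sperm genes (2.18 to 3.48 in the others), -0.10 over cuticle collagens (1.29 to 1.8), 7.05 over muscle genes (7.76 to 7.88) and 4.84 over intestinal genes (5.29 to 5.34). It also had the lowest wt values of *gas-1* (95.7 FPKM, others 116 to 122.5), *kin-1* (15.7 FPKM, others 21.4 to 22.7) and *kin-2* (43.4 FPKM, others 57.5 to 62.6). *gas-1* replicate 2 had medians of -0.35 over sperm genes (1.19 to 1.64 in the other *gas-1* libraries) and 1.77 over molting cycle genes (2.60 to 2.88), and 60.3 FPKM of *daf-2* (68.9 to 72.4). The remaining cases were *fzo-1* in *gas-1* replicate 5, with 44.4 FPKM against 49.5 to 50.7, and *pck-2* in wt replicate 4, with 150.5 FPKM against 176 to 185.

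One within‐strain component set wt replicate 3 (score 0.677), *age-1; gas-1* replicates 2 (0.316) and 5 (0.258) and *gas-1* replicate 2 (0.278) apart. A candidate explanation is that these samples held animals of another stage, with embryos: the median of embryonic patterning genes was above every library of the strain outside the 4 in 3 of the 4, the exception being *gas-1* replicate 2, which lay below *gas-1* replicate 5, so the test leaves this open. Depth leaves it open as well, since the score and the value of 1 read had r = 0.304 over 15 libraries (permutation p = 0.267; Spearman's rho 0.239, permutation p = 0.385; 1 relation tested), with r = 0.503 without the 2 libraries farthest from the median. A batch shared by replicate number is argued against for wt replicate 3, whose score lay 0.846 above the mean of its strain's libraries outside the 4, against 0.00987 for *gas-1* and 0.0631 for *age-1; gas-1* replicate 3 (pooled SD of the libraries outside the 4, 0.0828), but stays open for the mutants, where *gas-1* and *age-1; gas-1* replicate 2 lay 0.348 and 0.507 above (wt replicate 2 -0.0782) and wt replicate 5 lay 0.247 above, beside 0.449 for *age-1; gas-1* and 0.0416 for *gas-1* replicate 5. The labels give 1 stage for all libraries, so a biological difference between them was not tested.

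More genes were higher than lower compared to wt, 64.1% of those dysregulated in *gas-1* and 58.8% in *age-1; gas-1* mutants. For genes changed at least 2-fold in *gas-1* mutants (1434 higher, 100 lower), the share higher after median‐of‐ratios rescaling was 89.8% (1166 and 133). That rescaling divides each library by 1 factor, so it could hardly even out changes of this size. A factor of that size, as a few abundant genes could bring into the authors' scaling, does not account for these changes. Other effects of scaling stay open, since the share higher was 59.7% (692 and 467) after quantile normalization, which gives all libraries 1 distribution. For all dysregulated genes it was 51.2% after median‐of‐ratios rescaling, but centring on the median makes such a split about even, so scaling cannot be told apart from a change in more genes. Depth stays open, the log2 value of 1 read being 0.12 higher in *gas-1* (exact two‐sided permutation p = 0.421, n = 5) and 0.032 higher in *age-1; gas-1* than in wt libraries, with SDs of 0.222 in wt, 0.217 in *gas-1* and 0.380 in *age-1; gas-1* libraries; the smaller difference, although 1928 genes were at least 2-fold higher and 84 lower in the double mutant, lies within this spread and so does not exclude it. Embryos or older animals in the mutant samples stay open too, since 9 of 10 embryonic patterning genes rose in *gas-1* mutants with a camera p of 0.0484, and p = 0.475 with an estimated correlation, and so does the effect of the mutation itself, which was not tested apart from these.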

How the results depend on the processing

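The alternatives without 4 libraries (wt replicate 3, *gas-1* replicate 2, *age-1; gas-1* replicates 2 and 5) and with the within‐strain component as covariate were chosen after the data were seen; the covariate is made from the same residuals, so it raises counts by construction. Of 486 reported changes of single genes, 398 passed the test, and of these 237 kept call and direction under all of the 33 alternatives that apply and 370 without each library in turn. Only quantile normalization turned a called direction, for *ampd-1* (-0.0921) and *pals-26* (-0.42) in *gas-1* mutants compared to wt and for *gst-30* (-0.46) in *age-1; gas-1* mutants compared to wt, and the cause was not tested. The number dysregulated in *age-1; gas-1* compared to *gas-1* mutants was 5970 with robust estimation and array weights, 2370 at 1% FDR and 1110 at a minimum change of 0.5, and the last gave 3992 in *gas-1* and 4848 in *age-1; gas-1* mutants compared to wt, fewer by construction. Leaving out 1 library gave 3234 (without *gas-1* replicate 2) to 4457 (without wt replicate 3), 7551 to 8302 and 8464 to 9080 in the 3 comparisons. The number that changed against *gas-1* was 1567 with robust weights, 489 at 1% FDR, 316 at a minimum change of 0.5 and 1462 with the covariate, and 704 to 1029 without 1 library. The share of *gas-1* genes not dysregulated in the double mutant was 14.2% without a filter, 9.40% after median‐of‐ratios, 10.05% after upper‐quartile and 13.4% after quantile scaling, 12.5% with robust weights, 12.4% at 1% FDR, 14.6% at a minimum change of 0.5, 14.2% without the 4 libraries, 9.17% with the covariate, 13.6% and 20.2% with the wt libraries split, and 9.80% to 12.8% without 1 library. The correlation of both mutants compared to wt was 0.818 after quantile normalization, 0.743 and 0.748 with wt split, and 0.852 to 0.879 without 1 library. Cytosolic ribosomal genes that fell numbered 28 after upper‐quartile and 43 after quantile scaling, 29 at 1% FDR, 0 at a minimum change of 0.5 and 50 to 68 without 1 library; at that minimum 3 mitochondrial ribosomal genes and 0 initiation factors fell (60 to 65 and 27 to 30 without 1 library). Where no setting itself removes genes by construction, the cause was not tested. FPKM give no counts, so the part of the spread that depth sets is unknown.

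The 3 strains share only replicate numbers, and no source says that a number marks a shared batch or day. With the replicate number as a block, 3642, 7867 and 8734 genes were dysregulated, and 783 changed against *gas-1*. As a check of pairing, same‐numbered libraries had mean correlations of 0.025 (wt and *gas-1*), -0.011 (wt and *age-1; gas-1*) and 0.382 (*gas-1* and *age-1; gas-1*), and 2, 0 and 0 of 5 libraries correlated best with their own number.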

Differences from the paper's values

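Each count or share the paper gives for a measure computed here lay within 1.5 times of the value found, and each of 42 log2 fold changes in Dataset EV2 set beside the values here had the same sign, although small ones differed in ratio, such as *elo-5* with the paper's 0.042 and 0.091 here, so the following concerns stated directions only; of the settings named, those of limma and scaling were fixed before the data were examined. The paper colours xanthine dehydrogenase as lower in its map of purine degradation (Fig 4C) and states that *xdh-1* was reduced by qRT–PCR, a different measurement. Here *xdh-1* had a log2 fold change of -0.098 (SE 0.11, adjusted p = 0.53) from limma between the mutants, with the same sign; limma with robust estimation and array weights gave -0.24 and passed the test (adjusted p = 0.031, within a range of 0.031 to 0.81 over all alternatives). For increased purine degradation in the double mutant, 2 of 11 listed genes of purine degradation and interconversion rose and 4 fell (0 to 2 and 2 to 5 without 1 library). Those that rose were *adah-1* (0.30) and F15E6.6 (0.31). Of those that fell, *gmps-1* and T22D1.3 act between IMP and GMP and *adk-1* encodes adenosine kinase, so the count is not of degradation alone. In *gas-1* mutants compared to wt, 7 of the 11 rose and none fell (6 and 3 after median‐of‐ratios rescaling). For glycolysis and glycogen turnover, the paper's directions come from pathway predictions on both transcripts and proteins, whereas the counts here are of transcripts alone. In glycolysis, stated as upregulated, 5 of 19 genes rose and 3 fell, with 5 and 6 when adjusted over the list alone (3 rose without *age-1; gas-1* replicate 3, 6 fell without *gas-1* replicate 5). Among those that rose were *aldo-2* (0.23) and *pyk-2* (0.38). For enhanced glycogen lysis and synthesis, *gsy-1* had -0.09, adjusted p = 0.081 and *pygl-1* -0.22, adjusted p = 0.014, while 9 of 18 genes of glycogen and trehalose metabolism rose and 2 fell (1 after quantile normalization). For the mTOR pathway, stated as downregulated, 1 of 13 TOR signaling genes rose and 1 fell (1 to 2 and 0 to 3 without 1 library), whereas ribosomal proteins and initiation factors, which pathway collections may also hold, fell in 65 of 79 and 29 of 35 cases (27 to 30 of the latter without 1 library).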

Other observations

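The tests of variants linked to the mutations were set before their results were seen; all counts by split of the libraries were planned. Most nuclear genes of the respiratory chain and of the TCA cycle rose in *gas-1* mutants compared to wt, whereas mitochondrial ribosomal protein genes had 7 of 69 higher and 22 lower (median -0.074; camera adjusted p = 0.0017, and adjusted p = 0.8 with an estimated correlation). Of the mitochondrial ribosomal genes, 1 rose and 45 fell after median‐of‐ratios rescaling (median -0.20), 2 and 43 after quantile normalization (median -0.22) and 9 and 17 without wt replicate 4 (median -0.036). Of 29 nuclear complex I subunits 24 rose and 1 fell, with a median log2 fold change of 0.30 (2 fell without wt replicate 3). After median‐of‐ratios rescaling 18 of them rose and 2 fell (median 0.17), and after quantile normalization 22 rose and 3 fell. Of 32 other subunits of the respiratory chain and ATP synthase 26 rose and 3 fell. Of 23 genes of the TCA cycle 19 rose and 1 fell (median 0.30), and 14 rose and 2 fell after median‐of‐ratios rescaling (median 0.17). The median over all tested genes was 0.14 before rescaling. The succinate dehydrogenase gene *sdha-1* rose by 0.86, the complex III gene *ucr-2.1* by 1.00 and the aconitase gene *aco-1* by 1.17 on the log2 scale. Camera adjusted p was 0.00058, 0.00032 and 0.0028, and adjusted p = 0.71, 0.7 and 0.7 with an estimated correlation. Genes of the mitochondrial unfolded protein response had 7 of 13 higher and 2 lower (camera adjusted p = 0.16, and adjusted p = 0.7 with an estimated correlation), among them *dnj-10* (0.66) and *timm-23* (0.69). In *age-1; gas-1* compared to *gas-1* mutants 10 complex I subunits fell and none rose (6 without *age-1; gas-1* replicate 2 or without the 4 libraries that stood apart, 3 after upper‐quartile and 5 after quantile scaling), and 8 genes of the unfolded protein response fell and 1 rose (5 and 0 without the 4 libraries). For these lists camera adjusted p was 0.00035 and 0.027, and adjusted p = 0.62 and 0.46 with an estimated correlation. Of 21 V‐ATPase subunits, which acidify lysosomes, 18 rose and 2 fell in *gas-1* mutants compared to wt (median 0.24). After median‐of‐ratios rescaling 12 rose and 2 fell (median 0.12). In *age-1; gas-1* compared to *gas-1* mutants 12 fell and none rose (camera adjusted p = 0.00035, and adjusted p = 0.52 with an estimated correlation).

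Most cuticle collagen and molting genes rose in *gas-1* mutants compared to wt, with 74 cuticle collagens rising, 4 falling and 28 not passing the test (median 2.00; 2 fell without wt replicate 2 and 8 without the 4 libraries) and 24 of 30 molting cycle genes rising and 1 falling (median 2.24; 0 to 2 fell without 1 library, 0 without wt replicate 2 or 3 or *gas-1* replicate 2, 4 or 5 and 2 without *gas-1* replicate 3; 2 after median‐of‐ratios rescaling, 3 after quantile normalization and 0 without the 4 libraries). The molting genes *grl-7*, *ptr-4* and *lpr-5* rose by 3.52, 2.66 and 2.57 on the log2 scale. Of 20 neuronal genes 18 rose and none fell (median 0.51, and 0.16 after quantile normalization, where 8 rose and 2 fell), such as *egl-3*, a neuropeptide convertase gene (0.77). Of 12 pals genes, of the response to intracellular pathogens, 11 rose and none fell (median 1.45, and 0.36 after quantile normalization, where 5 rose and 1 fell). Of 26 genes of germline proliferation and meiosis 21 fell and none rose (median -0.33; 1 rose without wt replicate 4). Of 46 sperm genes 1 rose and 2 fell, but 26 fell after quantile normalization and 42 without wt replicate 3 or without the 4 libraries, where the median was -2.26 and -1.91 instead of -1.27. Camera adjusted p for collagens, molting, neuronal, pals, germline and sperm genes was 0.0017, 0.00056, 0.0017, 0.0028, 1.1e-07 and 0.0012, and adjusted p was 0.8, 0.6, 0.7, 0.63, 0.56 and 0.8 with an estimated correlation. Some molting, pals and sperm genes had been seen in Dataset EV2. Of 18 muscle genes 4 rose and none fell in *gas-1* mutants compared to wt (2 and 4 after median‐of‐ratios rescaling, and 2 and 0 after upper‐quartile rescaling; camera adjusted p = 0.7, and adjusted p = 0.91 with an estimated correlation), but 3 rose and 7 fell without wt replicate 3, 5 fell without the 4 libraries, and 2 rose without wt replicate 5 or *gas-1* replicate 1, 4 or 5.

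The labels name L4 larvae, and the transcripts include those of oocytes and yolk, which are made in adults, and of embryonic patterning genes, 9 of 10 of which were higher in either mutant than in wt. Most molting genes, expressed in larvae, were also higher in *gas-1* mutants, so these values alone do not order the strains by age.

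Genes near a mutation can differ through variants carried along in crossing. Of 57 genes with a change of at least 2 on the log2 scale between the mutants, 3 (5.26%) lay within 3 Mb of *age-1*, against 6.85% of all 11570 tested genes with a position (one‐sided Fisher's exact test, p = 0.759). Of 389 such genes in *gas-1* mutants compared to wt, 15 (3.86%) lay within 3 Mb of *gas-1*, against 3.74% (p = 0.491 from the same exact test). Neither test shows an excess, but single genes such as *tiar-2* near *age-1* may still differ through a linked variant, and effects of such variants on distant genes were not tested by position.

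For each comparison, the real grouping of the libraries was the only 1 of 100 splits with a count as large. This argues against a random grouping as the source of the counts, although 100 splits cannot give a smaller share. Other splits mix libraries of both strains, which lowers their counts where the strains differ. The splits do not tell an effect of the mutations from another difference between the strains' samples. The counts were 3848 against a highest other of 1322 between the mutants, 7986 against 1899 in *gas-1* mutants compared to wt and 8816 against 2568 in *age-1; gas-1* mutants compared to wt.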
